# Gene regulation induced in the C57BL/6J mouse retina by hyperoxia: a temporal microarray study

**Published:** 2008-10-31

**Authors:** Riccardo Natoli, Jan Provis, Krisztina Valter, Jonathan Stone

## Abstract

**Purpose:**

Hyperoxia is specifically toxic to photoreceptors, and this toxicity may be important in the progress of retinal dystrophies. This study examines gene expression induced in the C57BL/6J mouse retina by hyperoxia over the 14-day period during which photoreceptors first resist, then succumb to, hyperoxia.

**Methods:**

Young adult C57BL/6J mice were exposed to hyperoxia (75% oxygen) for up to 14 days. On day 0 (control), day 3, day 7, and day 14, retinal RNA was extracted and processed on Affymetrix GeneChip^®^ Mouse Genome 430 2.0 arrays. Microarray data were analyzed using GCOS Version 1.4 and GeneSpring Version 7.3.1. For 15 genes, microarray data were confirmed using relative quantitative real-time reverse transcription polymerase chain reaction techniques.

**Results:**

The overall numbers of hyperoxia-regulated genes increased monotonically with exposure. Within that increase, however, a distinctive temporal pattern was apparent. At 3 days exposure, there was prominent upregulation of genes associated with neuroprotection. By day 14, these early-responsive genes were downregulated, and genes related to cell death were strongly expressed. At day 7, the regulation of these genes was mixed, indicating a possible “transition period” from stability at day 3 to degeneration at day 14. When functional groupings of genes were analyzed separately, there was significant regulation in genes responsive to stress, genes known to cause human photoreceptor dystrophies and genes associated with apoptosis.

**Conclusions:**

Microarray analysis of the response of the retina to prolonged hyperoxia demonstrated a temporal pattern involving early neuroprotection and later cell death, and provided insight into the mechanisms involved in the two phases of response. As hyperoxia is a consistent feature of the late stages of photoreceptor degenerations, understanding the mechanisms of oxygen toxicity may be important therapeutically.

## Introduction

Retinal dystrophies are a diverse group of conditions with the common feature of photoreceptor degeneration. Many have a genetic basis [1] but environmental factors, such as oxygen [2] and ambient light [3–6], play a role in determining their phenotype. This study concerns the impact of excess oxygen on nondegenerative photoreceptors in the C57BL/6 mouse. Oxygen levels in the outer (photoreceptor) layers of retina vary more widely than in the inner layers, or in other regions of the central nervous system [7], because of the lack of autoregulation in the choroidal circulation [8]. Hyperoxia is specifically and directly toxic to photoreceptors [9–13], and oxygen levels in outer retina rise in probably all forms of retinal degeneration, as the photoreceptor population is depleted [14–16]. As a consequence, hyperoxia may play a role in the progression of photoreceptor degenerations, whatever the initial cause.

The genes that regulate the response of photoreceptors to hyperoxia are not well understood. The effect of hyperoxia on several housekeeping genes [17] and the early response of the protective *Oxr1* gene [18] have been described, and a strong genetic determinant of resistance to hyperoxic toxicity has been traced to chromosome 6 in the A/J mouse strain [19]. However, to date no study has described global changes in retinal gene expression of genes in response to sustained hyperoxia. This paper describes changes in gene expression over a 14-day period previously demonstrated as necessary for the induction of photoreceptor death in the C57BL/6J mouse [10,19].

## Methods

### Rearing conditions

C57BL/6J mice were used because of the vulnerability of their photoreceptors to hyperoxia. Mice were raised in dim (5 lux) cyclic illumination (12 h:12 h light-dark cycle). These levels of lighting were maintained during exposure to hyperoxia. Three-month-old adult mice were placed in a clear Plexiglass chamber and exposed to normoxia (control – 0 days) or 75% oxygen for 3, 7, or 14 days. Oxygen levels were maintained using a Oxycycler feedback-controlled device (Biospherix, Lacona, NY). Animals were treated in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research.

### RNA extraction and analysis

RNA extraction was performed using a combination of TRIzol Reagent (Cat# 15596–026; Invitrogen, Carlsbad, CA) and RNAqueous-micro kit (Cat# 1931; Ambion, Foster City, CA). TRizol was used to extract the RNA, and the RNAqueous kit was used to purify and DNase-treat the RNA.

Animals were sacrificed by cervical dislocation and the retinas removed. For each time point (0, 3, 7, and 14 days), 12 retinas (from three males and three females) were pooled and placed into a 1.5 ml tube containing 200 µl of TRIzol and homogenized on ice. Following homogenization, a further 660 µl of TRIzol and 160 µl of chloroform were added to the tube. The tube was vortexed for 20 s and allowed to stand for 7 min at room temperature. The tubes were centrifuged at 13,000x g for 10 min at 4 °C. The supernatant was then removed and placed into a clean 1.5 ml tube with half its volume of 100% ethanol. The tube was vortexed briefly before its contents underwent purification (Part C. RNA Isolation, Ambion Protocol) and DNase treatment (Part D, Ambion Protocol) as detailed in the RNAqueous-micro kit manual.

Purified DNAase-treated RNA was analyzed on a ND-1000 spectrophotometer (Nanodrop Technologies, Wilmington, DE) and a 2100-Bioanalyzer (Agilent Technologies, Santa Clara, CA), to determine the quantity and purity of the sample. RNA samples were used only if the 260/280 ratio was above 1.9 and the RIN (RNA integrity number) was greater than 8.5.

### Microarray analysis

To study the changes in gene expression induced by hyperoxia, we used 8 Affymetrix (Santa Clara, CA) Mouse Genome 430 2.0 arrays. These microarrays contain over 39,000 transcripts representing 34,000 genes. 

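Retinal RNA was measured on 8 arrays, 2 from control retinas (0 days) and 2 at each of 3, 7 and 14 days in 75% oxygen, and each array was taken at the time and replicate on its label. The array measures a transcript with 1 or more probe sets, groups of short probes that lie mostly near its 3' end. The paper describes a pool of 12 retinas from 3 males and 3 females at 3 months of age for each time, and the labels give an age of 80 to 120 days. The paper's text does not say whether the 2 arrays of a time came from separate pools, so a p-value here measures the spread between arrays and may hold technical spread alone. The deposited values were made by the authors with RMA, which corrects the background, sets the arrays to one distribution and summarises the probes of a set on the log2 scale. The methods describe MAS5 values with present calls from GCOS 1.4 and GeneSpring 7.3.1, which were not used here. The median of every probe set over the 8 arrays was 0 to within 1e-06, so the values give differences between arrays and no level, and no filter on low signal was applied. Of 45101 probe sets, 64 were controls and 45037 were tested, of which 34945 name 1 gene, 932 several genes and 9160 none. The median of an array lay between -0.02 and 0.03, and the SD of its values was lowest on the array labelled day 14 replicate 1 (0.19) and highest on those labelled day 3 replicate 1 and day 7 replicate 2 (0.41 on both). The number of arrays limits the precision. A model of 4 group means was fitted with limma to all 8 arrays, with 4 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets. A log2 fold is the difference of 2 group means (n = 2 arrays each), given with its standard error from limma. Lists of genes (39 pathways, cell types and sets named in the study), fixed before the data were examined, were tested with limma's camera on the mean of each gene's probe sets. A gene that the study names is given by its probe set with the largest SD over the 8 arrays, unless the text says otherwise. Genes with the largest differences are given by the probe set that had the difference. Camera was run with a preset correlation between genes of 0.01. With a correlation estimated from these arrays, 0 lists passed in any of the 6 comparisons between times (lowest adjusted p = 0.207, day 14 against day 7), where 5 to 19 passed with the preset value. On simulated arrays with the spread of these, limma called 7 of 67 probe sets changed by 1 on the log2 scale, 52 of 67 changed by 2 and 60 of 66 changed by 3, with 9 unchanged ones called. On the measured arrays, 0 of the 949 probe sets that differed by 2-fold at day 14 passed. Standard errors were 1.08 for *Gfap* and 0.93 for *Socs3*, so the simulated rates need not hold for such genes.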

Labeling, hybridization, washing, and scanning of the microarray were performed at the ACRF Biomolecular Resource Facility at the John Curtin School of Medical Research, Australian National University, following the manufacturers’ specifications (Affymetrix). The arrays were scanned on the GCS 3000 Affymetrix high resolution scanner and analyzed using the GeneChip Operating Software v1.4 (GCOS; Affymetrix) and GeneSpring v 7.3.1 (Agilent Technologies). Normalization was performed using the Microarray Suite 5 (MAS5) algorithm and only gene expression levels with statistical significance (p<0.05) were recorded as being “present” above background levels. Genes with expression levels below this statistical threshold were considered as “absent.” To determine the changes in gene expression between control and hyperoxia treated retinas, we treated the control RNA as a baseline control and expressed changes relative to that control. Increases were determined for genes that were considered present or absent in the control and present in the hyperoxia sample; decreases were determined for genes that were present in the control sample and present or absent in the hyperoxia sample. Only fold changes of two or greater were considered significant.

Replicate data were consolidated into groups based on time exposed to hyperoxia (0, 3, 7 and 14 days) and organized using the hierarchical clustering, ANOVA (ANOVA) and gene ontology (GO) functions in the GeneSpring software.

Hierarchical clustering was done using the clustering function (condition tree) in GeneSpring. All gene expression levels were used as a gene list and experiments were organized by both individual samples (to test sample reproducibility) as well as groups (time exposed to hyperoxia). ANOVA analysis was performed to search for genes which varied most prominently across the different groups. Microarray were analyzed using a parametric test and the cross gene error model with a p-value cut-off set to 0.05. GO searches for biologic processes were also performed, using data obtained from initial GCOS twofold analysis to identify genes involved in the response to stress and apoptosis.

### qPCR

RNA for qPCR was handled in the same way as RNA extracted for the GeneChip^®^ experiments, with the exception of group numbers. Three biologic groups were used, each containing three animals at each time point. Superscript III and the accompanying standard protocol (Invitrogen) were used to convert 1 µg of retinal RNA to cDNA. TaqMan^®^ probes (Applied Biosystems, Foster City, CA) were used to assess the validity of gene expression changes identified in the microarray experiment (Table 1).

**Table 1:** List of TaqMan probes.

**Gene symbol**	**Gene name**	**Catalogue**
*LIN7B*	Lin-7 homolog B	Mm00457059_m1
*EDN2*	Endothelin 2	Mm00432983_m1
*SIVA1*	Apoptosis regulatory protein Siva	Mm00834449_g1
*BCL3*	B-cell leukemia/lymphoma 3	Mm00504306_m1
*OPN1SW*	Short-wave-sensitive opsin	Mm00432058_m1
*OPN1LW + OPN1MW*	Medium/long-wave-sensitive opsin	Mm00433560_m1
*RHO*	Rhodopsin	Mm00520345_m1
*C3*	Complement component 3	Mm00437858_m1
*DMD*	Dystrophin, muscular dystrophy	Mm00464475_m1
*PRPF3*	Pre-mRNA processing factor 3 homolog	Mm00510550_m1
*GADD45β*	Growth arrest and DNA-damage-inducible 45 beta	Mm00435123_m1
*HIF1α*	Hypoxia inducible factor 1, alpha subunit	Mm00468869_m1
*GAPDH* (Control)	Glyceraldehyde-3-phosphate dehydrogenase	Mm99999915_g1

List of all TaqMan probes used in this study to validate the microarray data. GAPDH was used as the normalizing control gene for all comparisons.

TaqMan^®^ probes were applied following manufacturer’s instructions with the Gene Expression Master-Mix (Applied Biosystems), and the qPCR was performed on a Rotor-Gene 3000 and analyzed using the Rotor-Gene 6 software (Corbett Robotics, Mortlake, NSW, Australia). For each biologic sample, measurements were performed in duplicate and the C_t_ (cycle threshold) means were used to determine fold-change, using the Pfaffl Equation [20]. *GAPDH* primers were employed to amplify a reference standard product that shows no regulation by hyperoxia in this study. The fold change was expressed relative to control (day 0 hyperoxia) values and normalized to the reference gene (*GAPDH*).

## Results

### GeneChip^®^ data: preliminary analyses

#### Quality Assessment

Samples were analyzed for validity against a set of criteria detailed in the Affymetrix Data Analysis Manual. All samples met the specified criteria (Table 2). Specifically, *GAPDH* 5′/3′ ratios were less than 3, background values were between 20 and 100, the noise (RawQ), scale factors and percent present values were similar in the replicates, and the percent present value was estimated to be 50% for all samples.

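*Gapdh*, a glycolytic enzyme, and beta-actin, a part of the cytoskeleton, are measured on this array by separate probe sets near the 3' and 5' ends of the transcript. On the centred log2 values, the 3' minus 5' difference of *Gapdh* was 1.19 on the array labelled day 3 replicate 2 and 1.43 on the array labelled day 14 replicate 2, against -0.32 to 0.12 on the other 6. Beta-actin gave 1.00 and 1.24 on these arrays and -0.94 to 0.44 on the others. The transferrin receptor, which takes up iron, had its lowest differences there, at -0.90 and -0.52, and pyruvate carboxylase, a mitochondrial enzyme, had 0.25 and 0.40 against -0.70 to 0.38 elsewhere. 18S ribosomal RNA also had its lowest differences there, at -1.27 and -1.17. After a further quantile normalization beta-actin had 0.59 and 0.66 there, below the 0.72 of day 0 replicate 1. The transferrin receptor then had -0.56 and -0.28, and its lowest difference, -0.90, was on day 7 replicate 1. *Gapdh* then had 0.69 and 0.76 on the arrays labelled day 3 replicate 2 and day 14 replicate 2, against -0.23 to 0.15 elsewhere. The poly-A controls (Dap, Lys, Phe and Thr) are bacterial transcripts added to the RNA before labeling. Their mean 3' minus 5' difference was 0.99 and 1.31 on the same arrays and -1.39 to -0.19 on the others. For the hybridization controls, which are added after labeling, this mean lay between -0.13 and 0.09 on all 8 arrays. Between the means of day 14 and day 0, the difference was 0.80 for *Gapdh* and 0.50 for beta-actin, with no test, and the arrays of day 14 stood at 1.43 and 0.05 for *Gapdh*. The level of the poly-A controls was 1.52 to 1.68 higher on the array labelled day 3 replicate 1 than on any other array. Background, noise, scale factors and percent present were not analysed here.

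**Figure D1:**
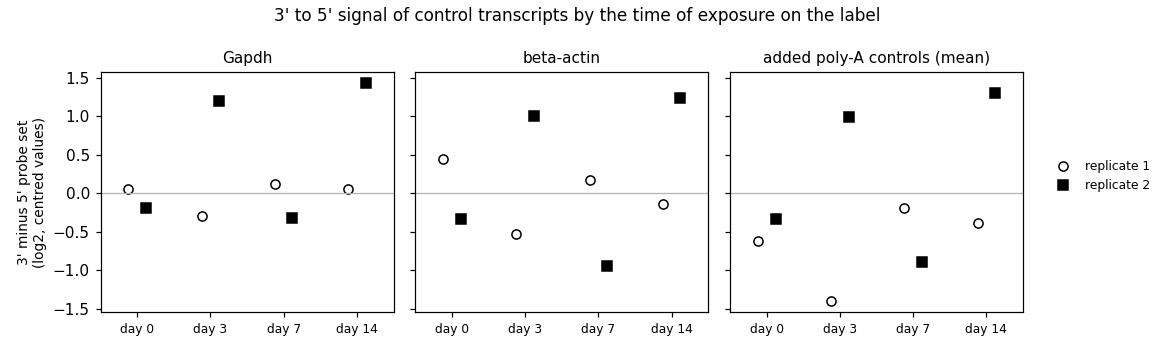
Difference between the 3' and 5' probe sets (log2, centred values) of *Gapdh*, beta-actin and the mean of the added poly-A controls on the 8 arrays, by the day on the label (open circles, replicate 1; filled squares, replicate 2; 1 point per array). The arrays labelled day 3 replicate 2 and day 14 replicate 2 lie above the other 6 in all panels, at 1.19 and 1.43 for *Gapdh*. After a further quantile normalization (not plotted), beta-actin on day 0 replicate 1 (0.72) lay above both (0.59 and 0.66).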

**Table 2:** Measures of sample and data quality.

**Experiment #1**	**Day 0**	**Day 3**	**Day 7**	**Day 14**
GAPDH 5′/3′ ratios	1.03	0.87	0.81	2.16
Background	43.41	55.04	37.47	39.53
Noise (rawQ)	1.34	1.69	1.16	1.19
Scale factor	1.765	1.524	2.785	2.586
Percent present	53.4	55	47.8	48
**Experiment #2**	**Day 0**	**Day 3**	**Day 7**	**Day 14**
GAPDH 5′/3′ ratios	1.11	0.79	1.03	2.44
Background	43.77	53.3	42.76	40.21
Noise (rawQ)	1.36	1.67	1.31	1.24
Scale factor	1.68	1.533	1.808	2.376
Perecent present	54.7	54.9	51.4	47.5

The quality of each chip was evaluated using standardized criteria including 5′/3′ ratio of GAPDH, background, noise (rawQ), scale factor, and percent present. All values met the required criteria.

#### Hierarchical clustering analysis

The hierarchical clustering analysis (Figure 1A) showed strong replicate clustering at day 0, day 3, and day 14. 

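Genes of microglia and macrophages, the immune cells of the retina, and of gliosis, the stress response of Muller cells and astrocytes, set 2 arrays apart from the other 6. The median of the 28 microglia and macrophage genes (among them *Cd53* and *Ly86*) was 0.77 on the array labelled day 3 replicate 2 and 0.96 on the array labelled day 14 replicate 2, against -0.18 to 0.09 on the others. For the 33 gliosis genes (among them *Gfap* and *Cebpd*) it was 0.64 and 0.87, against -0.20 to 0.12. The 23 genes of rod photoreceptors had medians of -0.34 and -0.35 on these arrays and -0.36 on the array labelled day 3 replicate 1, against 0.03 to 0.11 on the other 5. The 21 lens genes, mostly crystallins, ranged from -1.38 on the array labelled day 0 replicate 1 to 3.21 on the array labelled day 7 replicate 2. In a tree over all probe sets (1 minus Pearson's r across probe sets, average linkage), the arrays labelled day 3 replicate 2 and day 14 replicate 2 joined first, at a distance of 0.262. The second replicates of day 0 and day 7 joined next (0.468), then the first replicates of day 0 and day 7 (0.672) and of day 3 and day 14 (0.857). Thus 0 of the 4 pairs of one time joined, and this count was 0 also with Spearman's rho, Euclidean distance and complete linkage. The arrays of one time lay at 0.961 (day 0), 1.13 (day 3), 0.980 (day 7) and 0.819 (day 14), which ranked 8, 14, 9 and 5 among the 28 pairs of arrays from the nearest. Without the array labelled day 3 replicate 2, 1 of the 3 remaining pairs joined.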

The day 7 replicates did not cluster closely, however, suggesting biologic variability at this time point. When the replicates were combined (Figure 1B), the clustering analysis showed that, overall, gene expression diverged steadily from control values with time of exposure to hyperoxia, with the day 14 sample furthest separate from the control.

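Among the largest positive differences from control at day 3 were those of *Gfap*, the intermediate filament of glia (log2 fold 2.52 ± 1.08), *Cebpd*, a transcription factor of the acute inflammatory response (2.27 ± 0.74), *Med9os*, a noncoding transcript (2.14 ± 0.67), and *Ly86*, which partners a Toll-like receptor on macrophages (2.02 ± 0.71). At day 14 they were those of *Gfap* (2.59 ± 1.08), *Cebpd* (2.30 ± 0.74), *Penk*, the precursor of enkephalins (2.26 ± 0.94), *Socs3*, an inhibitor of cytokine signaling (1.99 ± 0.93), and a probe set of the gap junction gene *Gja1* (1.92 ± 0.84). At day 7 they were those of lens crystallins, with *Crygb* (6.13 ± 1.31) and *Crygd* (5.72 ± 1.30) ahead of *Cryba2*, *Cryba1* and *Cryaa* (3.32 to 3.44). The 21 lens genes rose together at day 7 (21 of 21 higher, median 2.68, adjusted p = 1.52e-30; adjusted p = 0.543 with an estimated correlation), with 0 members past adjusted p over all genes and 5 when adjusted over the list alone. The median of the lens list at day 7 was 0.71 without day 0 replicate 1, 4.31 without day 0 replicate 2 and 1.66 without day 7 replicate 2, and the list passed each time. None of the genes named here passed adjusted p in limma, with values of 0.471 to 0.631 at day 3 and day 14 and of 1 at day 7. This probe set of *Gfap* stood at 2.83 and 2.58 on the arrays labelled day 3 replicate 2 and day 14 replicate 2, and between -1.32 and 0.24 on the others. For *Penk* the control arrays stood at -2.10 and 0.06 and the day 14 arrays at 1.82 and 0.67. For the *Gja1* probe set the control arrays stood at -2.19 and 0.31 and the day 14 arrays at 0.97 and 0.98. Over all probe sets, the mean of day 7 was the nearest to the mean of day 0 (1 minus r = 0.525), and those of day 3 (1.48) and day 14 (1.55) lay at like distances. Euclidean distances to day 0 were 75.8 at day 3, 45.6 at day 7 and 74.7 at day 14. The mean of day 14 lay at 0.599 from that of day 3 and at 1.57 from that of day 7, and day 7 lay at 1.44 from day 3.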

**Figure 1:**
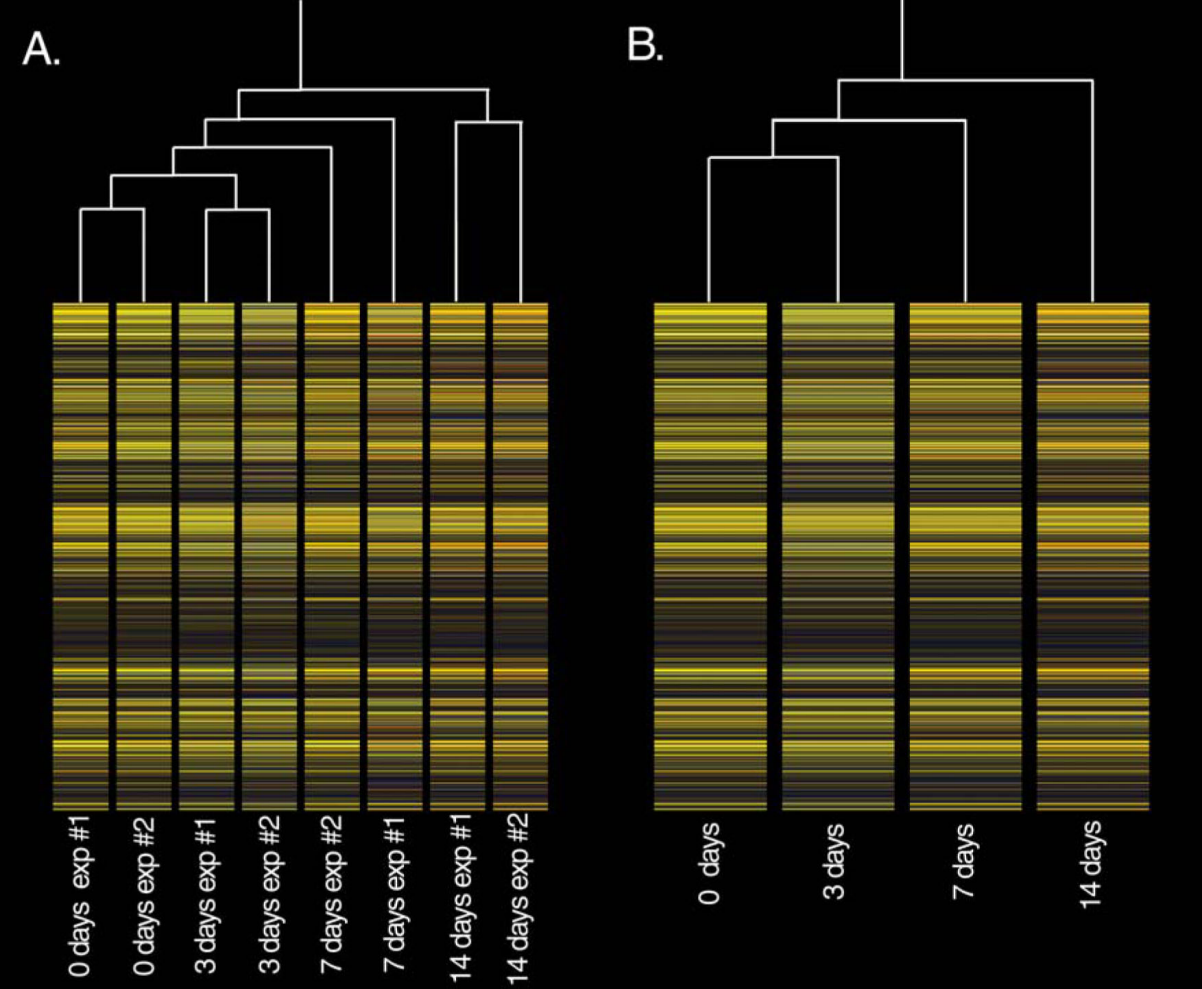
Hierarchical clustering diagrams showing individual replicates (**A**) and pooled data (**B**). Panel **A** shows strong replicate clustering at all time points except 7 days, while Panel **B** shows that the change of global gene expression is continual with the exposure to oxygen.

#### Analyses of changes in gene expression

Four approaches to the analysis of gene expression changes induced by hyperoxia are summarized in Table 3. The first approach tallied the genes for which expression had increased or decreased by twofold or greater. The numbers of genes whose expression change met this criterion increased steadily during the hyperoxic treatment—from 1,177 at day 3 to 2,393 at day 7 to 3,102 at day 14. 

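At day 14 the largest negative differences from control were those of *Epb41l2*, which links the membrane to the cytoskeleton (log2 fold -2.47 ± 2.16), *Zfp950*, a zinc finger gene (-2.19 ± 0.46), *Pfkp*, a phosphofructokinase of glycolysis (-2.17 ± 0.29), *Hspa4l*, a heat shock protein (-2.16 ± 0.54), and *Map1b*, which binds microtubules in neurons (-2.09 ± 1.34). Their adjusted p ran from 0.386 to 0.764. Both day 14 arrays lay below both control arrays for *Zfp950*, *Pfkp* and *Hspa4l*, whereas *Epb41l2* stood at -4.06 on the array labelled day 14 replicate 2, -4.07 on that labelled day 3 replicate 2 and 0.24 on the other day 14 array. At day 3 the largest negative differences were those of *Krt12*, a keratin of the corneal epithelium (-4.35 ± 1.06), *Aldh3a1*, an aldehyde dehydrogenase abundant in the cornea (-4.16 ± 0.87), the lens crystallin *Cryaa* (-3.43 ± 2.13) and the epithelial keratins *Krt6b* (-3.19 ± 0.68) and *Krt6a* (-3.10 ± 0.65), and at day 7 those of *Krt6b*, *Krt12*, *Krt6a*, *Emp1* and *Lypd2* (-2.96 to -2.27), all with an adjusted p of 0.471 or more. Group means differed by 2-fold or more from control for 688 probe sets at day 3, 132 at day 7 and 949 at day 14. Of these, 581, 70 and 764 had both arrays on one side of both control arrays. Over all probe sets this order held for 42.5%, 24.7% and 46.0%, where chance gives 33.3%. A 2-fold difference of both arrays from both control arrays was found for 74, 18 and 112 probe sets. Single arrays moved these counts. The day 3 count was 2379 without the array labelled day 3 replicate 2, 1543 without day 3 replicate 1 and 1568 without day 0 replicate 1, the day 7 count was 1245 without day 7 replicate 1 and 516 without day 0 replicate 2, and the day 14 count was 2493 without day 14 replicate 1, 1621 without day 0 replicate 1 and 423 without day 14 replicate 2.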

Decreases in expression were prominent at all three time points and became more prominent with time, with the decrease:increase ratio rising from 1.3 at day 3, when photoreceptors were still resistant to hyperoxia, to 2.3 at day 14, when photoreceptor degeneration was under way.

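Genes of the spliceosome and RNA-binding proteins fell at both day 3 and day 14. At day 3, 33 of 37 were lower (median log2 fold -0.20, adjusted p = 4.2e-07; adjusted p = 0.383 with an estimated correlation), and at day 14, 28 of 37 (adjusted p = 1.94e-09; adjusted p = 0.283 with an estimated correlation). Among them, *Malat1*, a nuclear noncoding RNA, had log2 folds of -0.93 ± 0.16 and -1.15 ± 0.16, and *Rbm39*, a splicing factor, of -0.77 ± 0.23 and -0.97 ± 0.23. Genes of rod photoreceptors also fell, with 22 of 23 lower at day 3 (median -0.38, adjusted p = 2.05e-07; adjusted p = 0.383 with an estimated correlation) and 21 of 23 at day 14 (median -0.23, adjusted p = 6.03e-06; adjusted p = 0.467 with an estimated correlation). *Guca1b*, which tunes the recovery of the light response, had -0.67 ± 0.16 at day 3, and *Rom1*, a protein of the disc rim, had -0.62 ± 0.19. At day 7, 13 of the 37 splicing genes (adjusted p = 0.289) and 9 of the 23 rod genes (adjusted p = 0.363) were lower. With p-values adjusted over the list alone, 2 splicing genes at day 3 and 1 at day 14 passed and 0 rod genes, and 0 members of either list passed over all genes. Without the array labelled day 14 replicate 2 the rod list did not pass at day 14 (median -0.02, adjusted p = 0.071), though it did when day 3 replicate 2 was left out as well (0.046), an alternative added after the data were seen. Of the probe sets that differed by 2-fold, 495 of 688 were lower at day 3 (71.9%, a decrease:increase ratio of 2.56), 38 of 132 at day 7 (28.8%, 0.404) and 827 of 949 at day 14 (87.1%, 6.78). After a further quantile normalization the share that was lower was 62.4%, 53.3% and 73.1%, and with folds from means on the linear scale 57.5%, 13.1% and 83.8%. Where both arrays had to differ by 2-fold from both control arrays it was 89.2%, 72.2% and 93.8%. At any fold the balance was the other way at day 3 and day 14, with 11128 probe sets above both control arrays on both arrays and 8013 below at day 3, 5561 and 5555 at day 7, and 12472 and 8256 at day 14. Without the array labelled day 3 replicate 2 it was 51.7% at day 3, and at day 7 it was 59.8% without day 7 replicate 2, 50.4% without day 0 replicate 1, 14.7% without day 0 replicate 2 and 14.0% without day 7 replicate 1. At day 14 the share and the ratio were 76.2% and 3.21 without day 0 replicate 2, 79.8% and 3.96 without day 14 replicate 1, and 80.6% and 4.16 without day 14 replicate 2.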

**Table 3:** Numbers of genes changing expression with hyperoxia.

	**Time in hyperoxia**		
	**3 days**	**7 days**	**14 days**
Increased expression	509	967	933
Decreased expression	668	1426	2169
Total genes changing expression	1177	2393	3102
ANOVA	18	19	95
Retinal Disease Genes	0	0	15
GO: Response to stress	58	108	196
GO: Apoptosis-related	45	81	101

The number of genes regulated by hyperoxia, over a 14 day exposure, with a change of ±2 fold or greater is shown. The data were further analyzed and divided into catagories based on several criteria, including gene increases (first row), decreases (second row), total number of gene changes (third row), number of genes with a p<0.05 (ANOVA; fourth row) and genes associated with human retinal diseases (fifth row). Using Gene Ontology (GO), those genes associated with stress (sixth row) and apoptotic cell death (seventh row) were also determined.

The second approach was an ANOVA of the genes identified by the twofold change criterion. This provided a list of genes for which the difference from control values was significant (p<0.05), for each time point. The number of genes significantly altered increased with exposure hyperoxia, particularly at day 14 (Table 3).

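At day 14, *Tspo*, a mitochondrial protein of reactive glia, had a log2 fold of 1.02 ± 0.24, and *Samd7*, a repressor in rod photoreceptors, had -0.97 ± 0.24. Genes of bipolar cells, which carry the signal of the photoreceptors, fell at day 14, with 13 of 18 lower (median -0.25, adjusted p = 0.000153; adjusted p = 0.283 with an estimated correlation). Among them, *Grik1*, a kainate receptor, had -0.96 ± 0.19 and was the 1 member that passed when adjusted over the list alone, and *Otx2*, a homeobox factor, had -0.70 ± 0.23. At day 3 the list also passed (13 of 18 lower, median -0.36, adjusted p = 0.00447; adjusted p = 0.383 with an estimated correlation) but not without the array labelled day 3 replicate 2 (median -0.19, adjusted p = 0.444). The number of probe sets past adjusted p in limma was 0 at each of day 3, day 7 and day 14, with lowest values of 0.471, 1 and 0.386. At an unadjusted p under 0.05 in limma, 4649, 389 and 3726 probe sets differed from control, of which 460, 46 and 580 also differed by 2-fold. A one-way analysis of variance between each time and control at an unadjusted p under 0.05, without the cross gene error model of the methods, gave 148 of the 2-fold probe sets at day 3 (137 lower), 7 at day 7 (6 lower) and 214 at day 14 (207 lower), and 0 after adjustment. At any fold it gave 1647 higher and 1350 lower at day 3, 700 and 666 at day 7, and 1739 and 1518 at day 14.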

In the third approach, we compared the list of genes which met the twofold criterion with the list of genes in which mutations cause photoreceptor dystrophy in humans (RetNet database). This comparison identified 15 retinal disease genes that were significantly regulated by hyperoxia at day 14.

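At day 14, *Rpgrip1*, which anchors RPGR in the cilium of photoreceptors, had a log2 fold of -1.40 on 2 of its probe sets (standard errors 0.23 and 0.26). *Rgs9*, which ends the light response of photoreceptors, had -1.21 ± 0.34, and *Pcdh15*, a cadherin of Usher syndrome, had -1.04 ± 0.28. One of the probe sets listed in Table 4 under PEX2, annotated here as *Pex5l*, had -1.31 ± 0.16. On both day 14 arrays these values lay below both control arrays, and their adjusted p in limma was 0.386 to 0.472. The mean of all probe sets of a gene had -0.30 for *Rgs9*, -0.67 for *Pcdh15* and -1.22 for *Rpgrip1*. Of the 22 probe sets of Table 4 analysed here, 13 were lower by 2-fold or more at day 14 and 0 were higher, with a median of -1.09. An unadjusted p under 0.05 was reached by 11 of them and an adjusted p under 0.05 by 0. As a list, the 15 measured genes of Table 4 fell (13 of 15 lower, median -0.27 over gene means, adjusted p = 6.03e-06; adjusted p = 0.283 with an estimated correlation), and 1 of them, *Rpgrip1*, passed when adjusted over the list alone. The study chose this list on these samples, so it is not independent evidence of a direction. The wider list given next was not tested without the genes of Table 4, so its direction may rest partly on them. In the wider list of 88 human retinal disease genes, 61 were lower (median -0.12, adjusted p = 1.17e-05; adjusted p = 0.467 with an estimated correlation), among them *Rgs9bp*, the anchor of *Rgs9* (-1.02 ± 0.27). Without the array labelled day 14 replicate 2, 6 of the 22 probe sets were lower by 2-fold, and the wider list had a median of 0.02 and an adjusted p of 0.279.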

In the fourth approach, we used the GO function of the GeneSpring software to characterize functional groups of the genes in the twofold criterion list. Prominent among those functional groupings were genes associated with the response of tissue to stress, and with apoptotic cell death.

### qPCR validation

Six genes from the list isolated by ANOVA analysis of the GeneChip^®^ results (Appendix 1) were selected for analysis by qPCR: B-cell leukemia/lymphoma 3 (*BCL-3*; apoptosis-related), Complement component 3 (*C3*; complement cascade), Glial fibrillary acidic protein (*GFAP*; response to stress), Endothelin 2 (*Edn2*; vasoconstriction), Lin-7 homolog B (*Lin7b*; channel maintenance), and Growth arrest and DNA-damage-inducible 45 beta (*Gadd45b*; apoptosis). They represent several functional groups and were strongly regulated by hyperoxia. In addition, three genes were chosen from the twofold criterion list as genes of interest in hyperoxic stress:hypoxia-induced transcription factor (*HIF1*α), free radical scavenger (*Oxr-1* [18]) and apoptosis-inducing (*Siva*). 

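On 2 arrays *Gfap*, *Edn2*, *Bcl3*, *Lin7b* and *Gadd45b* stood above all the others. *Gfap* was at 3.26 on the array labelled day 3 replicate 2 and 3.08 on the array labelled day 14 replicate 2, and between -0.79 and 0.66 on the other 6. *Edn2*, a vasoconstrictor peptide, was at 3.51 and 3.12 there and at 2.07 on the array labelled day 7 replicate 2. *Bcl3*, a regulator of NFκB, was at 2.65 and 2.41, *Lin7b*, a scaffold protein of synapses and channels, at 2.53 and 2.68, and *Gadd45b*, a stress gene of growth arrest, at 1.76 and 2.04, with the other 6 arrays at 0.40 or below. The log2 folds of group means at day 3, day 7 and day 14 were 2.35, 0.33 and 2.50 for *Gfap* (standard error 1.09), 1.93, 1.38 and 1.92 for *Edn2* (1.48), and 1.69, 0.09 and 1.72 for *Bcl3* (0.90). They were 1.81, -0.15 and 1.76 for *Lin7b* (1.03) and 0.97, 0.03 and 1.24 for *Gadd45b* (0.77). None of these differences passed in limma (adjusted p of 0.508 to 1). The array values of these genes are plotted by the day on the label.

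**Figure D2:**
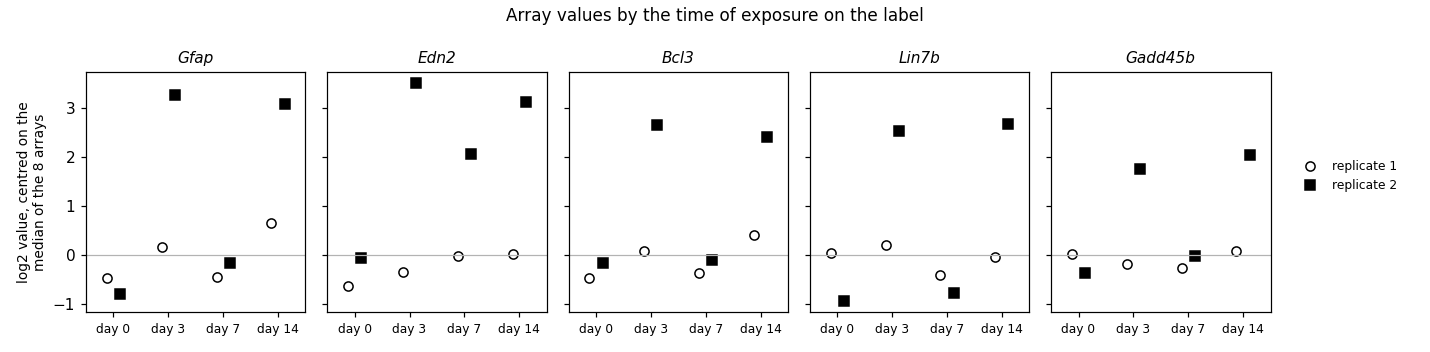
Values of *Gfap*, *Edn2*, *Bcl3*, *Lin7b* and *Gadd45b* on the 8 arrays (log2, each centred on its median over the arrays) by the day on the label (open circles, replicate 1; filled squares, replicate 2; 1 point per array). The second replicates of day 3 and day 14 lie at 1.76 to 3.51, above the other 6 arrays in all panels.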

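*Hif1a*, the oxygen-regulated transcription factor, had a log2 fold of -0.67 ± 1.36 at day 3, 0.73 ± 1.36 at day 7 and -1.64 ± 1.36 at day 14 (adjusted p = 0.882, 1 and 0.753 in limma). It stood at -1.65 and -2.68 on the arrays labelled day 3 replicate 2 and day 14 replicate 2, at 2.49 on day 7 replicate 2 and between -0.24 and 1.11 on the other 5. *Oxr1*, which protects against oxidative damage, had -0.08, 0.22 and -0.91 at the 3 times (standard error 1.00; adjusted p = 0.983, 1 and 0.81), with -1.28 and -1.89 on the same 2 arrays and 1.30 on the array labelled day 3 replicate 1. *Siva1*, which promotes apoptosis, had 1.11 at day 3, -0.31 at day 7 and 0.84 at day 14 (standard error 0.40; adjusted p = 0.471, 1 and 0.634). Both arrays of day 3 (1.00 and 0.42) and of day 14 (0.06 and 0.83) lay above both control arrays (-0.06 and -0.73) for *Siva1*. The other probe sets gave smaller differences at day 14: -0.04, -0.16 and -0.36 for *Hif1a*, with -0.05, -0.30 and -0.44 on the array labelled day 14 replicate 2, and -0.05 and 0.17 for *Oxr1*.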

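*Opn1mw*, the L/M opsin of cones, had log2 folds of -0.15 at day 3, 0.12 at day 7 and 0.11 at day 14 (standard error 0.34; adjusted p of 0.9 or more in limma). *Opn1sw*, the S opsin of cones, had -0.74, 0.14 and -0.59 (standard error 0.37; adjusted p = 0.527, 1 and 0.697). The arrays labelled day 3 replicate 2 and day 14 replicate 2 had the lowest values of *Opn1sw*, at -0.76 and -0.66, and of *Opn1mw*, at -0.58 and -0.38. Of 15 genes of cone photoreceptors, 9 were lower at day 3 (median -0.08, adjusted p = 0.232) and 11 at day 7 (median -0.07, adjusted p = 0.448). At day 14, 9 of 15 were lower, with a median of -0.05, and the list passed the test downward (adjusted p = 0.0423; adjusted p = 0.524 with an estimated correlation), with 0 members past p either over all genes or when adjusted over the list alone. *Arr3*, the arrestin of cones, had -0.60 ± 0.25 at day 3 and -0.40 ± 0.25 at day 14. The list did not pass at day 14 without day 0 replicate 2 (adjusted p = 0.117), without day 14 replicate 2 (0.373), after a further quantile normalization (0.0765) or with each array's median subtracted (0.0503), with medians of -0.09, -0.05, -0.09 and -0.08, and it passed at day 3 without day 3 replicate 1 (0.0108).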

Three other genes were chosen for study, because they showed changes in expression of <2 fold (no change) in the GeneChip data: rhodopsin, L/M opsin, and S opsin. These genes were chosen to validate a group of known retinal expressed genes (opsins) that exhibited no change in this study. Three genes were chosen from a group of human retinal disease genes (see Table 4): *C3* (already included), dystrophin, muscular dystrophy (*DMD*) and PRP3 pre-mRNA processing factor 3 (*Prpf3*). GAPDH was included, as a gene with constant expression during hyperoxia.

**Table 4:** Genes involved in human retinal disease that were found to be regulated by 14-day hyperoxia.

**Probe ID**	**Gene symbol**	**Gene title**	**Fold change**
1439083_at	*AHI1*	Abelson helper integration site	−2.805
1447156_at	*CHM*	Choroidermia (Chm), mRNA	−4.097
1423954_at	*C3*	Complement component 3	10.41
1421451_at	*CRB1*	Crumbs homolog 1 (Drosophila)	−2.381
1417307_at	*DMD*	Dystrophin, muscular dystrophy	−5.376
1448665_at	*DMD*	Dystrophin, muscular dystrophy	−2.298
1446156_at	*DMD*	Dystrophin, muscular dystrophy (DMD), mRNA	−4.319	
1438251_x_at	*HTRA1*	HtrA serine peptidase 1	2.04	
1445740_at	*MASS1*	Monogenic, audiogenic seizure susceptibility 1, mRNA (cDNA clone IMAGE:5050650)	−2.816	
1451062_a_at	*PEX2*	Peroxin 2	−2.493	
1446144_at	*PEX2*	Peroxin 2	−2.47	
1437443_at	*PXMP3*	Peroxisomal membrane protein 3, mRNA (cDNA clone MGC:11449 IMAGE:3964491)	−2.192	
1421381_a_at	*COL9A1*	Procollagen, type IX, alpha 1	−2.164	
1418599_at	*COL11A1*	Procollagen, type XI, alpha 1	−2.151	
1442326_at	*PCDH15*	Protocadherin 15	−3.879	
1457390_at	*PRPF3*	PRP3 pre-mRNA processing factor 3 homolog (yeast) (Prpf3), mRNA	−5.155	
1439635_at	*RGS9*	Regulator of G-protein signaling 9	−2.126	
1427467_a_at	*RPGR*	Retinitis pigmentosa GTPase regulator	−2.808	
1451785_at	*RPGRIP1*	Retinitis pigmentosa GTPase regulator interacting protein 1	−2.651	
1431357_a_at	*RPGRIP1*	Retinitis pigmentosa GTPase regulator interacting protein 1	−2.547	
1454231_a_at	*Rpgrip1*	Retinitis pigmentosa GTPase regulator interacting protein 1	−2.39	
1456449_at	*Rpgrip1*	Retinitis pigmentosa GTPase regulator interacting protein 1, mRNA (cDNA clone IMAGE:4504262)	−21.15	
1448411_at	*Wfs1*	Wolfram syndrome 1 homolog (human)	2.07	

Listed are human retinal disease genes whose expression was found to change by greater than twofold after a 14-day exposure to hyperoxia. List was generated from RetNet database. Red underline marks genes validated by qPCR.

For each of these 15 genes, the fold changes observed by qPCR (Figure 2) and in the GeneChip analysis are shown in Table 5. The magnitude of the change varied considerably between the two techniques but, with three exceptions, the direction of the change was the same in the two assessments. The three exceptions were *C3* at day 7 (correlated at day 3 and day 14 but diverged at day 7), *HIF1*α (diverged at day 14), and *Prpf3* (no correlation with GeneChip data).

**Figure 2:**
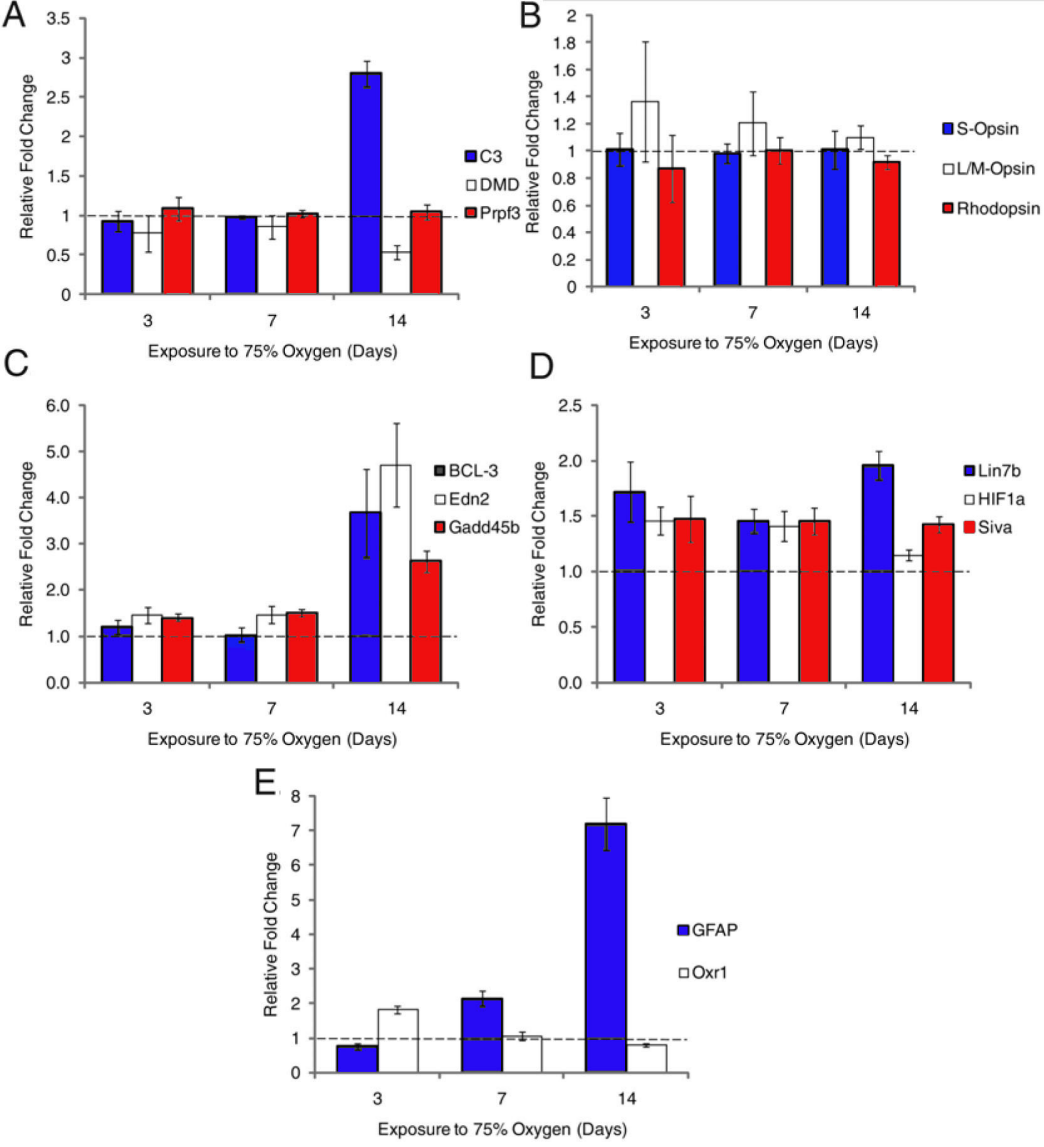
Assessment by qPCR of expression changes in genes identified by microarray analysis as hyperoxia-regulated. As noted for Table 5, these data validate trends in the Genechip data. **A:** Validation of human retinal disease genes showing upregulation of C3, downregulation of DMD and no change to Prpf3. **B:** Control genes (opsins) which showed no change in expression. **C-E:** Additional sets of genes assessed by qPCR. **C** shows a group of three genes upregulated at 14 day. **D** shows a group upregulated at all time points; **E** shows contrasts a gene (Oxr1) upregulated at 3 day, with GFAP, which is maximally upregulated at 14 day. For each gene, the fold change in expression was determined using 0 day expression as control and normalizing the data to the housekeeping gene GAPDH. Fold changes below the dashed line indicate expression decrease while above the line indicate expression increase. Error bars show standard error of the mean.

**Table 5:** Comparison of Genechip and qPCR data.

** ** **Gene**	**qPCR**			**GeneChip**		
	**Day 3**	**Day 7**	**Day 14**	**Day 3**	**Day 7**	**Day 14**
*BCL-3*	1.21	1.03	3.66	NC	NC	4.1
*C3*	−1.11	1	2.8	NC	−6.21	10.42
*Edn2*	1.46	1.48	4.71	2.93	NC	13.15
*Gadd45b*	1.37	1.77	3.35	NC	NC	4.54
*GFAP*	−1.33	2.14	7.2	NC	2.31	16.64
*HIF1a*	1.5	1.4	1.1	3.48	NC	−3.37
*Lin7b*	1.72	1.45	1.96	NC	NC	4.39
*L/M-opsin*	1.4	1.2	1.1	NC	NC	NC
*Oxr1*	1.83	1.08	−1.25	3.3	NC	−2.6
*Rhodopsin*	−1.11	1	−1.11	NC	NC	NC
*Siva*	1.47	1.45	1.42	NC	NC	2.3
*S-opsin*	1	1	1	NC	NC	NC
*DMD*	−1.25	−1.23	−2	NC	NC	−5.38, −2.3, −4.13
*Prpf3*	1.1	1	1	NC	NC	−5.2
GAPDH*	1	1	1	NC	NC	NC

Generally, genes showed the same trend in regulation in the qPCR and microarray experiments, but not necessarily by the same fold change. No change (NC) refers to a gene whose expression was below twofold for the microarray experiment and therefore the results were not statistically significant. The asterisk indicates a housekeeping gene. Validation, using qPCR, of genes linked to human retinal diseases were found to have differential expression at day 14 exposure to hyperoxia. Multiple entries indicate multiple probe identification (ID)’s from the GeneChip® analysis. Note that *Prpf3* did appear to change when tested using qPCR.

### Functional groupings of oxygen-induced genes

From the genes identified in this study to be regulated by hyperoxia, many functional groupings are possible. Three are considered in more detail here because of their relevance to photoreceptor degeneration

### Human retinal disease genes

The 15 retinal disease genes that were upregulated at day 14 exposure are shown in Table 4. Only one of the 15 is known to be retina specific: Regulator of G-protein signaling 9 (*RGS9*) is a photoreceptor specific member of a family of proteins that deactivate transducins. The other genes are more ubiquitous, although some, such as *DMD* and Retinitis pigmentosa GTPase Regulator (*RPGR*), may have retina-specific isoforms..

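*Dmd*, the dystrophin gene, is listed in Table 4 with 3 probe sets. At day 14 their log2 folds were -1.79 ± 0.92, -1.32 ± 0.38 and, for one that names no gene in the annotation used here, -1.47 ± 0.68. Their adjusted p in limma was 0.652, 0.479 and 0.631. For the first of these the arrays labelled day 14 stood at -0.65 and -2.57, and the array labelled day 3 replicate 2 stood at -2.30. *Rpgr*, a regulator of transport in the photoreceptor cilium, had a log2 fold of -0.93 ± 0.28 (adjusted p = 0.483), with -0.68 and -0.82 on the day 14 arrays and -0.07 and 0.44 on the control arrays. *Ahi1*, a gene of the cilium, had -1.03 ± 0.94, and *Crb1*, which holds photoreceptors to Muller cells, had -1.13 ± 0.83, both with the array labelled day 14 replicate 1 between the control arrays.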

### Stress-related genes

As noted, the number of stress-related genes whose expression was significantly changed by hyperoxia increased from 58 at day 3 exposure to 196 at day 14 (Appendix 1). Figure 3 breaks the GO-identified response-to-stress genes into biologic subgroupings.

**Figure 3:**
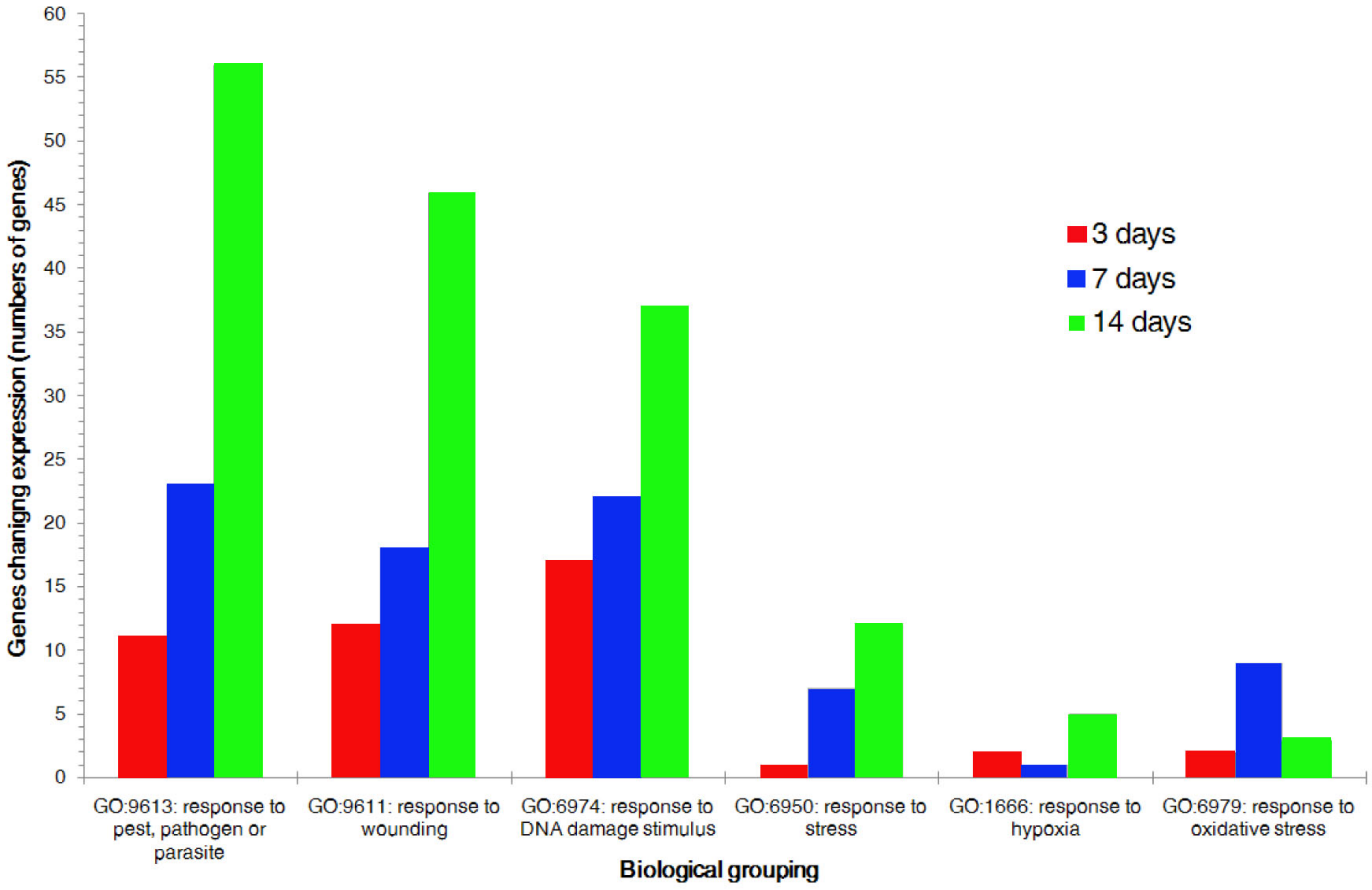
Genes for which expression was up- or downregulated by twofold or more. These were separated into the subgroupings of the gene ontology (GO) category “response to stress.” The number of genes regulated by hyperoxia increased with exposure and was maximal at day 14 in all subgroupings, except oxidative stress, which was maximal at day 7.

In all subgroupings except oxidative stress, the number of genes regulated by hyperoxia increased with exposure, and was maximal at day 14. 

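Genes responsive to hypoxia fell at day 3 and day 14. At day 3, 26 of 30 were lower (median log2 fold -0.41, adjusted p = 2.05e-07; adjusted p = 0.383 with an estimated correlation), among them *Pkm*, an enzyme of glycolysis (-0.67 ± 0.18), *Vegfa*, the angiogenic growth factor (-0.66 ± 0.21), and *Hk1*, a hexokinase (-1.10 ± 0.39). At day 14, 24 of 30 were lower (median -0.29, adjusted p = 6.03e-06; adjusted p = 0.283 with an estimated correlation), with *Vegfa* at -0.56 ± 0.21. At day 7, 15 of 30 were lower (adjusted p = 0.932), with *Egln3*, an oxygen sensor that marks HIF for degradation, at -0.74 ± 0.17. The 31 genes of oxidative stress defense did not pass at any time (adjusted p = 0.61 at day 3, 0.66 at day 7 and 0.218 at day 14). At day 3, *Prdx3* and *Prdx4*, peroxidases of mitochondria and of the secretory pathway, had 0.51 ± 0.17 and 0.87 ± 0.29. At day 7, *Hmox1*, the inducible heme oxygenase, had 0.63 ± 0.26 and *Nqo1*, a quinone reductase, had 0.54 ± 0.25, and at day 14 *Gpx3*, a secreted glutathione peroxidase, had 1.57 ± 0.62. The 26 genes of heat shock and the unfolded protein response did not pass either (adjusted p = 0.127, 0.444 and 0.743). In these lists 0 members passed over all genes or when adjusted over the list alone. An unadjusted p under 0.05 was reached by 10 hypoxia genes at day 3, 1 at day 7 and 2 at day 14. Rod genes (medians -0.38 at day 3 and -0.23 at day 14) and Muller glia genes (-0.33 and -0.11) were also lower. Microglia genes were higher (0.68 and 0.59). Whether the falls share a cause was not tested.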

Within this overall trend, however, there was a significant shift in the subgroups regulated. 

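DNA damage and repair genes went both ways at day 3, with 21 of 39 higher and 18 lower and a median log2 fold of 0.02 (adjusted p = 0.232, with camera's test pointing downward). *Mgmt*, which removes alkyl groups from DNA, had 0.53 ± 0.14 and *Apex1*, an endonuclease of base excision repair, had 0.62 ± 0.21, whereas *Ddb2*, which finds ultraviolet damage, had -0.46 ± 0.14. At day 14 their median was 0.09 (23 of 39 higher, adjusted p = 0.352, the test again downward), and at day 7 it was -0.02 (18 of 39 higher, adjusted p = 0.629; 0.0434 without day 7 replicate 1). Genes of inflammation and wounding rose at day 14, with 36 of 44 higher (median 0.23, adjusted p = 0.00376; adjusted p = 0.524 with an estimated correlation), among them *Cebpb*, a transcription factor of the acute phase (0.75 ± 0.23), and *Icam1*, an adhesion molecule (0.57 ± 0.19). At day 3, 35 of 44 were higher (median 0.11, adjusted p = 0.0568), and at day 7, 20 (adjusted p = 0.922). The day 3 list passed after a further quantile normalization (median 0.18, adjusted p = 0.0423). It also passed with the probe set of largest SD for each gene (0.19, 0.0371), a choice made after the values were seen to hold no level. Genes of gliosis rose at both day 3 (29 of 33 higher, median 0.49, adjusted p = 0.000103; adjusted p = 0.644 with an estimated correlation) and day 14 (32 of 33, median 0.64, adjusted p = 6.03e-06; adjusted p = 0.524 with an estimated correlation), with *Cp*, the iron oxidase ceruloplasmin, at 0.81 ± 0.19 and *Junb*, a stress-induced factor, at 1.14 ± 0.36. The gliosis median was -0.04 and 0.64 on the day 3 arrays, 0.12 and 0.87 on the day 14 arrays and -0.20 and -0.17 on the control arrays. At day 3 and day 14 the higher value was on the array with the high 3' to 5' difference of the poly-A controls. Interferon response genes rose at day 3 (26 of 28, median 0.40, adjusted p = 0.000809; adjusted p = 0.644 with an estimated correlation) and day 14 (26 of 28, median 0.37, adjusted p = 0.00399; adjusted p = 0.558 with an estimated correlation), with the antigen-presentation gene *B2m* at 0.86 ± 0.26 and 0.63 ± 0.26. Adjusted over the list alone, 0 members of these lists passed. Between day 14 and day 3 themselves, the DNA damage list (adjusted p = 0.8) and the inflammation list (0.46; 0.0213 without day 14 replicate 1) did not differ past the threshold. Without the array labelled day 3 replicate 2 the day 3 calls of gliosis (median 0.14, adjusted p = 0.557) and interferon genes (0.13, 0.444) ended, and at day 14 those of inflammation (0.15, 0.0601) and interferon genes (0.05, 0.733) ended without day 14 replicate 2, as did that of interferon genes without day 0 replicate 1 (0.28, 0.0768). With day 3 replicate 2 and day 14 replicate 2 left out together, an alternative chosen after the data were seen, the inflammation list passed at day 14 (0.0274), whereas the interferon list did not at day 3 (0.116) or day 14 (0.636) nor the gliosis list at day 3 (0.298). By contrast, the day 3 inflammation list passed without day 3 replicate 1 (adjusted p = 0.00283), day 0 replicate 1 (0.0392) or either day 14 array (0.0249).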

At day 3, for example, the most numerous subgroup was of genes relating to DNA damage; at day 14, by contrast, genes relating to damage (“wounding” and “pest, pathogens, and parasites”) had become numerically dominant. Again, at day 7 the values were intermediate. 

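At day 3, *Vwf*, the von Willebrand factor made by the endothelium, had a log2 fold of 0.03 ± 0.71, with -1.08 and 0.84 on the 2 day 3 arrays (adjusted p = 0.993 in limma). *Akt1*, a kinase that suppresses apoptosis, had -0.91 ± 1.11 (adjusted p = 0.79), with 0.77 on the array labelled day 3 replicate 1 and -2.22 on that labelled day 3 replicate 2. *Thbs1*, an inhibitor of angiogenesis, had 0.06 ± 0.71 (adjusted p = 0.982), with 0.15 and -0.03 on the day 3 arrays and its highest value, 2.26, on the array labelled day 7 replicate 2. *Hspa1b*, an inducible heat shock protein, had -0.54 ± 0.39 (adjusted p = 0.639), with -0.94 and -0.10 against 0.22 and -0.18 in the control arrays. Of 30 genes of coagulation, 25 were higher at day 3 (median 0.12, adjusted p = 0.232), among them *Proc*, the anticoagulant protein C (0.49 ± 0.16), and *F2*, prothrombin (0.36 ± 0.13), and 0 passed when adjusted over the list alone. The coagulation list passed without the array labelled day 0 replicate 2 (adjusted p = 0.0428). None of the differences of *Vwf*, *Akt1*, *Thbs1* and *Hspa1b* exceeded the spread between the arrays by limma's test.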

Genes significantly regulated at day 3 included genes responsive to hypoxia and oxidative stress *Hif1α* (3.48), the antihemophilic Von Willebrand factor (*Vwf*; −3.09), a suppressor of apoptosis thymoma viral proto-oncogene 1 (*Akt1*; 2.31), the angiogenesis-related Thrombospondin 1 (*Thbs1*; 3.41), and DNA repair antiapoptotic Heat shock 70 kDa protein 1B (*Hspa1b*; −2.09). Genes significantly regulated at day 14 included an initiator of apoptosis *BCL-3* (46.57), a suppressor of apoptosis *Akt1* (−7.52), *Hif1*α (−3.37), and members of the complement cascade, including complement component 1, q subcomponent, alpha (*C1qa*; 2.37), complement component 1, q subcomponent, beta (*C1qb*; 4.56), complement component 1, q subcomponent, gamma (*C1qg*; 6.43), Complement component 3 (*C3*; 10.42), and Complement component 3 (*C4*; 5.41)

### Apoptosis-related genes

Significant trends in regulation were also apparent among genes related to apoptosis (Figure 4). First, the overall number of apoptosis-related genes whose expression was oxygen-regulated increased with exposure, including both death-promoting and death-inhibiting genes (Figure 4A). 

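Of 38 apoptosis promoters, 26 were higher at day 3 (median log2 fold 0.14, adjusted p = 0.272), 19 at day 7 (adjusted p = 0.958) and 31 at day 14 (median 0.15, adjusted p = 0.0504). At day 3, *Bbc3*, which opens the mitochondrial pathway of apoptosis on p53, had 0.70 ± 0.14, the 1 member that passed when adjusted over the list alone, and *Casp2*, an initiator caspase, had -0.44 ± 0.17. At day 14, *Diablo*, which frees caspases from their inhibitors, had -0.35 ± 0.15. Of 39 apoptosis inhibitors, 18 were higher at day 3 (median -0.03, adjusted p = 0.232), 18 at day 7 (adjusted p = 0.958) and 21 at day 14 (median 0.02, adjusted p = 0.443). Among the inhibitors, *Mdm2*, which degrades p53, had -0.46 ± 0.17 at day 14, and *Birc2*, an inhibitor of caspase activation, had 0.46 ± 0.23 at day 3. Over all genes 0 members of either list passed at any time. Between day 14 and day 3, neither the promoters (median 0.04, adjusted p = 0.634) nor the inhibitors (median 0.01, adjusted p = 0.701) differed past the threshold. At day 14 the promoters passed without the array labelled day 14 replicate 1 (0.0184), without either array of day 3 (0.0453), with a replicate block (0.0462) or with the probe set of largest SD for each gene (0.0152), and had an adjusted p of 0.42 without day 14 replicate 2. Their median on that array was 0.16, against -0.09 to 0.08 on the others. The probe set of largest SD was chosen after the values were seen to hold no level.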

Second, when increases and decreases in expression were separated (Figure 4B,C), then at day 14, when photoreceptor death was prominent, the number of apoptosis inhibitors whose expression was increased fell; the number of apoptosis promoters whose expression was increased rose sharply. That is, the machinery of cell death had become predominant, within the overall increase shown in Figure 4A. Among the death promoter genes that became prominent at day 14 exposure were B-cell leukemia/lymphoma 3 (*Bcl3*), Bcl2 interacting killer-like (*Biklk*), Caspase 7 (*Casp7*). 

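At day 14, *Bik*, a killer protein of the BCL2 family, had a log2 fold of 0.38 ± 0.19 (adjusted p = 0.649 in limma), with 0.07 and 0.56 on the day 14 arrays and -0.12 and 0.00 on the control arrays. At day 3 and day 7 it had 0.17 and -0.19. The other probe sets of *Bik* had 0.04 and 0.20 at day 14. *Bcl3* differed between day 14 and day 3 by 0.03 ± 0.90 (adjusted p = 0.999). Among the other apoptosis promoters, *Casp1*, which activates interleukin 1β, had 0.48 ± 0.13 at day 14 (adjusted p = 0.595) and *Hrk*, which binds BCL2 in neurons, had 0.41 ± 0.16. *Bbc3* had 0.43 ± 0.14 at day 14.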

Prominent among the death-inhibitor genes whose expression fell at day 14 were apoptosis inhibitor 5 (*Api5*), insulin-like growth factor 1 (*Igf1r*) and *Akt1*.

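At day 14, *Api5*, an inhibitor of apoptosis after growth factor loss, had a log2 fold of -1.22 ± 1.27 (adjusted p = 0.799 in limma). It stood at 0.31 on the array labelled day 14 replicate 1 and at -2.61 on that labelled day 14 replicate 2, and at -2.17 on that labelled day 3 replicate 2. *Akt1* had -1.19 ± 1.11 (adjusted p = 0.778), with 0.06 and -2.06 on the day 14 arrays. *Igf1r*, the receptor of insulin-like growth factor 1, had -0.51 ± 0.29 at day 14 (adjusted p = 0.667) and -0.79 ± 0.29 at day 3 (adjusted p = 0.471), where both arrays lay below both control arrays. The other probe sets differed at day 14 by -0.08, 0.28, 0.10 and -0.67 for *Api5* and by 0.10, 0.08 and 0.06 for *Akt1*. Of the probe sets at -1 or lower on the array labelled day 14 replicate 2, in genes with several, 799 of 918 (87.0%) had another probe set of the gene above -0.5 on that array, as had 559 of 606 (92.2%) on that labelled day 3 replicate 2 and 372 of 459 (81.0%) on that labelled day 3 replicate 1.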

**Figure 4:**
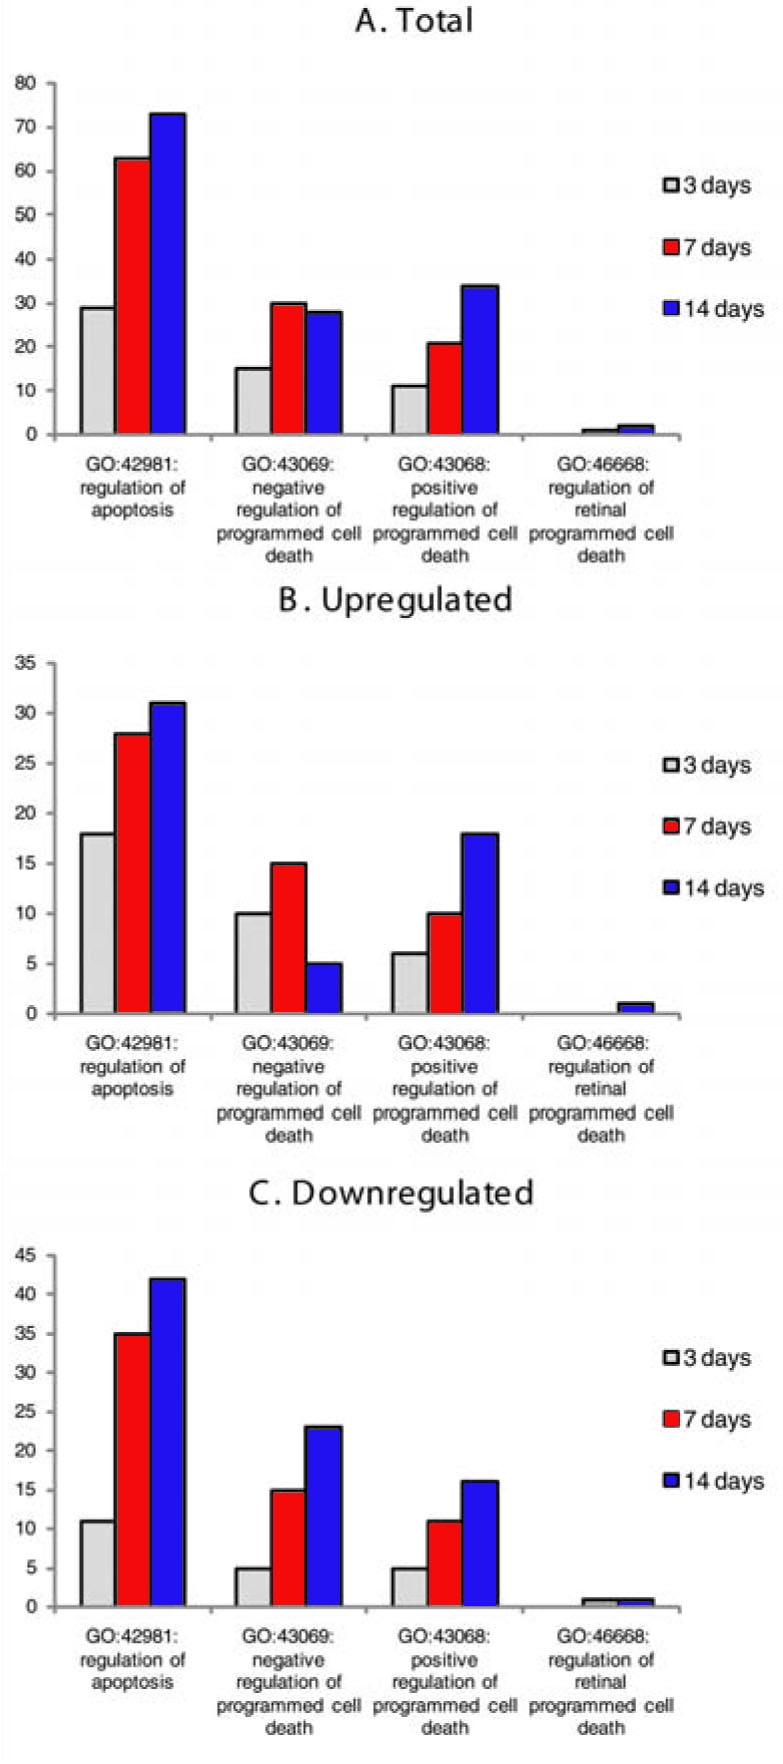
Number of regulated genes, total, upregulated, and downregulated, is shown by Gene Ontology at 3, 7 and 14 days. The total number (**A**) of apoptosis-related genes is maximal at 14 days for all subgrouping except for ‘negative regulation of programmed cell death’ which peaks at 7 days. The number of upregulated (**B**) and downregulated (**C**) genes increases over the 14 day treatment period in each ontology category except in (**B**) where ‘negative regulation of programmed cell death’ is maximal at 7 days. This indicates a loss in potential protective mechanisms against apoptosis in the hyperoxic mouse retina.

### Pathways analysis of stress response

To identify stress-related pathways significantly regulated by hyperoxia, we used GO (Figure 4) to analyze the response-to-stress genes identified as regulated by hyperoxia using Database for Annotation, Visualization and Integrated Discovery (DAVID). This analysis identified two stress-related pathways as significantly regulated: 1) the “Inactivation of Gsk3 by AKT causes accumulation of β-catenin in Alveolar Macrophages (BIOCARTA) pathway,” which is important in macrophage activation; and 2) the Complement and Coagulation Cascades (KEGG) pathway (KEGG #: mmu04610).

Regulation of the “Inactivation of Gsk3 by AKT causes accumulation of β-catenin in Alveolar Macrophages pathway” was evident at all three periods of exposure to hyperoxia examined. At day 3, *Akt1* (2.31), toll interacting protein (*Tollip*; 3.65), Gap junction protein, alpha 1, (*Gja1*; 2.29) all increased expression, while at day 7 regulated genes included *Akt1* (2.00), *Gja1* (4.50), and Glycogen synthase kinase 3 beta (*Gsk3b*; −2.13) and at day 14, adenomatosis polyposis coli (*Apc*; −6.99), *Akt1* (−7.52), *Gja1* (2.37), *Tollip* (−2.17), lymphocyte antigen 96 (*Ly96*; −3.60), and *Gsk3b* (−2.04). 

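Of the genes of this pathway, *Gsk3b*, the kinase that marks β-catenin for degradation, had log2 folds of -0.83 at day 3, -0.04 at day 7 and -0.98 at day 14 (standard error 0.33; adjusted p = 0.477, 1 and 0.533 in limma). Both arrays of day 3 and of day 14 lay below both control arrays for this probe set of *Gsk3b*, 1 of its 6. The mean of all its probe sets had -0.49 at day 3 and -0.44 at day 14, and another probe set had -0.17 and -0.10. *Tollip*, an inhibitor of Toll-like receptor signaling, had -1.11, 0.38 and -0.87 (standard error 0.95), and *Gja1*, the connexin of glia and vessels, had -0.58, 0.56 and 1.30 (standard error 0.97). At day 14 the other probe sets of *Gja1* had -0.36 to 1.92. On the one given, the control arrays stood at -2.04 and 0.61. *Apc*, the partner of *Gsk3b*, had -0.59, 0.53 and -0.91 (standard error 0.70), *Ly96*, which binds endotoxin with a Toll-like receptor, had 0.12, 0.09 and 0.01 (standard error 0.20), and *Akt1* had -0.13 at day 7. For these 5 genes the adjusted p was 0.698 or more at each time given. The 6 genes as a list were not called (adjusted p = 0.0742 at day 3 with 5 of 6 lower, 0.289 at day 7 and 0.0817 at day 14). The study chose them on these samples, so their direction is not independent evidence. The wider list of 28 genes of GSK3 and AKT signaling was not called either (adjusted p = 0.216, 0.922 and 0.994), and 0 members of either list passed when adjusted over the list alone. Genes of microglia and macrophages rose at day 3 (23 of 28 higher, median 0.68, adjusted p = 0.000656; adjusted p = 0.644 with an estimated correlation) and day 14 (27 of 28, median 0.59, adjusted p = 3.17e-05; adjusted p = 0.542 with an estimated correlation), with *Cd53*, a tetraspanin of leukocytes, at 0.78 ± 0.22 and 0.60 ± 0.22. These calls ended without the array labelled day 3 replicate 2 (median 0.31, adjusted p = 0.172) and without day 14 replicate 2 (0.18, 0.177), but the list passed at both times when these arrays were left out together, which was chosen after the data were seen (0.0132 and 0.0112). The 6 genes passed at day 3 without day 3 replicate 1 (0.00903) or day 0 replicate 1 (0.0416).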

One of the key roles of this pathway is the action of *Akt1* in inhibiting apoptosis, through interactions with NFκB; *Akt1* was upregulated at day 3 and day 7, but downregulated at day 14. Another key role is the interaction of *Gsk3b* and *Apc*, two of the three components (the third being axin) required for phosphorylation of β-catenin. This phosphorylation targets β−catenin for degradation, reducing its effect in inhibiting apoptosis.

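*C1qa*, *C1qb* and *C1qc*, the chains of the first complement component, which microglia make, had log2 folds of 0.67 ± 0.37, 1.43 ± 0.80 and 1.43 ± 0.71 at day 14. *Serping1*, the inhibitor of the first component, had 1.33 ± 0.73, and *Serpinc1*, antithrombin, had 0.29 ± 0.19. Their adjusted p in limma was 0.643 to 0.701. On the array labelled day 14 replicate 2, *C1qb* stood at 2.16, *C1qc* at 2.07 and *Serping1* at 1.60, and on the array labelled day 14 replicate 1 at 0.04, 0.24 and 0.11. As a list these 5 genes rose (5 of 5 higher, median 1.08 over gene means, adjusted p = 0.0263; adjusted p = 0.524 with an estimated correlation). The study chose them on these samples, so their direction is not independent evidence. Of the wider list of 24 complement genes, 19 were higher at day 14 (median 0.21, adjusted p = 0.0798), among them *C2*, a protease of the classical pathway (1.00 ± 0.42), whereas *Cfp*, properdin (-0.92 ± 0.20), and *Cd59a*, a blocker of the lytic complex (-0.87 ± 0.26), were lower. Of 30 coagulation genes, 27 were higher (median 0.15, adjusted p = 0.0504), with *A2m*, a protease inhibitor of glia and plasma, at 1.53 ± 0.63. In these lists 0 members passed over all genes or when adjusted over the list alone. The 5 genes did not pass without the array labelled day 14 replicate 2 (median 0.23, adjusted p = 0.344) or day 0 replicate 1 (0.92, 0.103), but did when day 3 replicate 2 and day 14 replicate 2 were left out together, chosen after the data were seen (0.0295). The wider lists passed with a replicate block (0.0422 and 0.0468), and without the array labelled day 0 replicate 2 (0.0249 and 0.0039) or either day 3 array (0.0453 and 0.0436), and the complement list also without day 14 replicate 1 (0.0412). *C4*, which shares its probe sets with another gene, was not analysed here.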

Regulation of genes involved in the Complement and Coagulation Cascade pathway was significant principally at day 14 exposure to hyperoxia, the regulated genes including *C1qa* (2.37), *C1qb* (4.56), *C1qg* (6.43), *C3* (10.42), *C4* (5.41), *Serpinc1* (21.65), and *Serping1* (5.26). None of these genes was regulated significantly at shorter exposure times. 

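At day 3, *C1qa*, *C1qb* and *C1qc* had log2 folds of 0.91 ± 0.37, 1.37 ± 0.80 and 1.33 ± 0.71, *Serping1* had 0.96 ± 0.73 and *Serpinc1* had 0.24 ± 0.19 (adjusted p of 0.479 to 0.68 in limma). At day 7 the 5 genes had 0.02, -0.35, -0.01, 0.42 and 0.20. As a list, with the limit that the study chose it on these samples, the 5 genes rose at day 3 (5 of 5 higher, median 0.96, adjusted p = 0.0375; adjusted p = 0.621 with an estimated correlation) and were not called at day 7 (adjusted p = 0.514). Of the 24 complement genes, 17 were higher at day 3 (median 0.19, adjusted p = 0.18) and 12 at day 7 (adjusted p = 0.922). Between day 14 and day 3, the differences were -0.24 for *C1qa*, 0.06 for *C1qb*, 0.10 for *C1qc* and 0.37 for *Serping1*, and the 5 genes did not differ as a list (adjusted p = 0.929; 0.0485 without day 14 replicate 2, downward). On the array labelled day 3 replicate 2, *C1qb* stood at 1.99 and *C1qc* at 1.94, and on that labelled day 3 replicate 1 at 0.08 and 0.17. The day 3 call of the 5 genes ended without the array labelled day 3 replicate 2 (median 0.44, adjusted p = 0.557) or day 0 replicate 1 (1.10, 0.133), and the complement list passed at day 3 without day 3 replicate 1 (0.018) or day 0 replicate 2 (0.0496).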

Outcomes of the complement cascade include cell lysis, phagocyte recruitment, and inflammation.

## Discussion

Hyperoxia is an established feature of the retina undergoing photoreceptor degeneration. In retinitis pigmentosa, the effect of raised oxygen levels is apparent as a slowly progressive thinning of the retinal vasculature. In animal models, the increase in tissue oxygen levels in the photoreceptor layers caused by degeneration has been measured directly [14–16]; a comparable thinning of vessels has been observed and has been shown to be reversed by hypoxia. Further, hyperoxia is toxic to photoreceptors [9–13], raising the possibility that depletion-induced hyperoxia contributes to the progress of the retinal degenerations. This study is the first to provide an overview of gene expression changes induced in the retina by sustained hyperoxia.

### Summary of findings

The total number of genes showing altered (upregulated or down-regulated) expression increased in response to hyperoxia in the C57BL/6J mouse retina during a 14 day exposure period. At day 3, the numbers of genes increasing or decreasing expression were approximately equal (509 versus 688); by day 14, the number of regulated genes had tripled, and those decreasing expression had become numerically dominant (933 increasing versus 2169 decreasing). A hierarchical clustering analysis confirmed this change as progressive and consistent, with inconsistency greatest (suggesting a transition point) at day 7 exposure.

Genes in which mutations were known to cause photoreceptor dystrophy (RetNet database) were hyperoxia-regulated only at the day 14 exposure time point. Of these, 15 were identified (Table 4).

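At day 3, an *Rgs9* probe set had a log2 fold of -1.19 ± 0.34, a *Dmd* probe set had -1.21 ± 0.92 and an *Rpgrip1* probe set had -1.004 ± 0.26. These were the 3 of the 22 probe sets of Table 4 that differed by 2-fold at day 3, with an adjusted p of 0.471 to 0.662 in limma. The mean of all probe sets of a gene had -0.27 for *Rgs9*, -0.61 for *Dmd* and -0.79 for *Rpgrip1*. Over the 22 probe sets the median was -0.70 and 21 had the sign of Table 4 (-0.39 and 14 without the array labelled day 3 replicate 2), and 7 had an unadjusted p under 0.05, among them *Col11a1*, a collagen (-0.79 ± 0.19). At day 7, 0 of the 22 differed by 2-fold, the median was 0.08 and 5 had the sign of Table 4 (-0.05 and 12 without day 0 replicate 1, 0.15 and 4 without day 0 replicate 2, -0.09 and 11 without day 7 replicate 1, 0.13 and 6 without day 7 replicate 2), and 1 had an unadjusted p under 0.05. The 15 genes as a list, chosen by the study on these samples, fell at day 3 (13 of 15 lower, median -0.33, adjusted p = 0.00118; adjusted p = 0.383 with an estimated correlation) and were not called at day 7 (adjusted p = 0.629). Of the 88 human retinal disease genes, 66 were lower at day 3 (median -0.30, adjusted p = 3.37e-07; adjusted p = 0.383 with an estimated correlation), whereas *Ndp*, the growth factor norrin, had 0.97 ± 0.19. At day 7, 34 of the 88 were lower (adjusted p = 0.103; 0.044, upward, without day 7 replicate 1). Between day 14 and day 3 the 15 genes did not differ as a list (median -0.12, adjusted p = 0.355). In both lists 0 members passed when adjusted over the list alone at day 3. The list of 88 was not tested without the 15 genes, so its direction may rest partly on them. The day 3 call of the 15 genes ended without the array labelled day 3 replicate 2 (median -0.26, adjusted p = 0.105), and the day 3 count of 2-fold probe sets was 2 without that array or day 0 replicate 2, 10 without day 3 replicate 1 and 8 without day 0 replicate 1, while the day 7 count was 1 without day 0 replicate 2 or day 7 replicate 1.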

When stress-related genes were considered separately, the number regulated increased with time of exposure to hyperoxia, to be maximal at day 14. Within that overall pattern, however, there was a significant shift with time, with DNA-damage-related genes numerically dominant at day 3, and genes relating to tissue damage (wounding; pests, pathogens, and parasites) numerically dominant at day 14.

When apoptosis-related genes were considered separately, the number of genes regulated increased with time of exposure, to be maximal at day 14. Within that overall increase, again, there was a significant shift with time, with apoptosis-inhibiting genes dominant at day 3, and apoptosis-promoting genes dominant at day 14.

Finally, among the stress-related genes, pathway analysis identified significant regulation of two signaling pathways: one related to macrophage activation, and one to the regulation of the complement cascade.

### Phases in the retina’s response to hyperoxia

Previously [18], we have argued that the response of the C57BL/6J retina to sustained hyperoxia comprises successive early and late phases. In the early phase, at day 3 exposure, protective mechanisms are prominent, while the later stage (day 14) is dominated by the response to tissue damage.

The present results support this two-phase analysis in several ways. In the hierarchical clustering analysis, for example, cladistic separation was maximal between the day 3 and day 14 data; the day 7 replicates showed greater internal separation than the replicates at the other three time points. As previously reported [18] the day 7 time point in this model appears to be transitional. The shifts noted above between day 3 and day 14 in the expression of photoreceptor dystrophy genes (regulated only at day 14), of stress-related genes (from DNA-related to damaged-related), of apoptosis-related genes (from inhibiting to promoting) all support this idea of early and late phases. Relating these changes to retinal structure, we find photoreceptors remained stable at day 3 exposure, show signs of degeneration at day 7 and show considerable loss and continuing cell death at day 14.

Relating this pattern to individual genes, it is evident that at day 14 the genes responsible for the early stability of the retina were switched off, and genes that cause instability are switched on. For example, the microarray data indicated that *Hif1α*, *Akt1,* and *Oxr1* were upregulated at day 3, and downregulated by day 14; conversely, *BCL-3*, *Gadd45b*, *C3*, *Lin7b*, and *Edn2* were all upregulated late in the 14-day period examined.

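Between day 14 and day 3, *Hif1a* differed by -0.97 ± 1.36 on the log2 scale, *Oxr1* by -0.83 ± 1.00 and *Akt1* by -0.28 ± 1.11. *Gadd45b* differed by 0.27 ± 0.77, *Lin7b* by -0.05 ± 1.03, *Edn2* by -0.02 ± 1.48 and *Gfap* by 0.15 ± 1.09. The adjusted p of each was 0.998 or more in limma, where 0 probe sets passed between these times and 1203 had an unadjusted p under 0.05. Of 32 genes of neuroprotective factors and their receptors, 20 were higher than control at day 3 (adjusted p = 0.913) and 19 at day 14 (adjusted p = 0.885). At day 7, 25 of 32 were higher and the list rose (median 0.12, adjusted p = 0.00588; adjusted p = 0.543 with an estimated correlation), with 0 members past p when adjusted over the list alone. That call ended without the array labelled day 7 replicate 2 (median 0.01, adjusted p = 0.871) or day 0 replicate 1 (0.04, 0.163). *Nrtn*, the survival factor neurturin, had 0.88 ± 0.24 at day 3, and *Fgfr1*, a receptor of fibroblast growth factors, was higher at day 14 than at day 3 by 0.58 ± 0.18. The authors had argued in earlier work for an early phase in which protection is prominent and a late phase ruled by the response to damage, and the paper counts in favour of that view the clustering, the shift from DNA-damage to tissue-damage genes, the shift from inhibitors to promoters of apoptosis and the dystrophy genes seen at day 14. It takes the early rise and late fall of *Hif1a*, *Akt1* and *Oxr1* as examples of genes of stability switched off. The late rise of *Bcl3*, *Gadd45b*, *Lin7b* and *Edn2* is its example of genes of instability switched on. The paper also relates the phases to photoreceptors that were stable at day 3 and were being lost at day 14. Its quantitative PCR had *Bcl3*, *Gadd45b*, *Edn2* and *Gfap* higher at day 14 than at day 3. There *Oxr1* was raised at day 3 and lowered at day 14. The tissue and the quantitative PCR were not analysed here.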

### Functional roles of early- and late-responsive genes: examples

*Hif1α*, identified by the functional annotation tool of GeneSpring as a response-to-stress gene, is an established hypoxia-induced transcription regulator, thought to regulate the expression of at least 40 genes [21]. The genes regulated by *Hif1α* play a pivotal role in tissue adaptation changes in their local oxygen and metabolic environment. The evidence presented here suggests that *Hif1α* is regulated by hyperoxia, as well as hypoxia, and act during the early stages of hyperoxia (three days), before photoreceptor damage.

*Akt1* is identified by GeneSpring as being both stress- and apoptosis-related. It is a protein kinase known to initiate NF-κβ, an important proinflammatory transcription factor, and has been shown to protect hippocampal neurones from hypoxia- and nitric oxide-mediated cell death [22]. AKt1 has been found to be upregulated in response to retinal injury, and appears to be part of a neuroprotective response [23]. Akt1 protein is known to interact with BCL-3 protein, preventing its phosphorylation through inhibition of Gsk3, and slowing its subsequent degradation [24]. *BCL-3* is an oncogene which functions as a nuclear transcriptional activating factor that activates NF-κβ target genes. *Akt1*, Gsk3, and *BCL-3* have been implicated in the pathway “Inactivation of Gsk3 by AKT causes accumulation of b-catenin in Alveolar Macrophages.”

Little is known of the role of *Gadd45b* or *Lin7b* in the retina. *Gadd45b* responds to environmental stresses by mediating activation of the p38/JNK pathway [25,26] but has not yet been studied in the central nervous system. It may [27] act as an antiapoptotic gene regulated by NF-κβ. *Lin7b* is a polarity-related gene, and has been identified as a interactive partner of Rhotekin (an effector of Rho) and playing a role in neuronal function [28]. *Lin7b* might be involved in synapse function as it has been found to associate with the neuronal cadherin-β-catenin complex [29]. Increases in both *Gadd45b* and *Lin7b* at day14 indicate a potential role in neuronal survival.

*Edn2* and *GFAP* may function as general stress response genes in the retina. *Edn2* is a member of a vasoconstrictor family of genes and has been found to signal Müller cells in the stressed retina by binding to EDNRB [30]. GFAP is a stress-induced intermediate filament protein expressed by astrocytes and, under stress, by Müller cells [31,32]. Upregulation of these genes at day 14 confirms the stress caused by hyperoxia. Further work, specific to individual genes, will be required to define their roles more clearly.

### Hyperoxia-regulated retinal disease genes: examples

The present study provides evidence that hyperoxia regulates 15 genes in which mutations are known to cause photoreceptor dystrophy. For example, DMD is an X-linked recessive neuromuscular disease affecting skeletal, cardiac and smooth muscle function as well as the central nervous system. In the retina, mutations in DMD lead to reduction in rod b-wave amplitude but normal a-wave, photoreceptor morphology and visual acuity [33]. This suggests that a mutation in DMD causes a breakdown in retinal processing of photoreceptor signals.

*C3* forms part of the complement cascade and has been implicated, along with other proteins of the cascade, in several inflammatory diseases including age-related macular degeneration and Alzheimer disease [34–36]. In this study, genes for proteins in the classical (*C1qa*, *C1qb*, *C1qg*, *C4*, and *Serping1*) and alternative cascade (*C3*) have been shown to be upregulated at 14-day exposure to hyperoxia. *C3* has been found to be expressed in RPE cells, and accumulation of C3 protein has been found in a knockout of CFH^−/−^ mouse, in the photoreceptor outer segments [37]. Mutations in CFH cause accumulation of C3 in RPE cells, and it is this accumulation that leads to inhibition of transduction and possibly cell death [37]. It is possible that hyperoxia causes a comparable accumulation of C3.

### Paradox: how does hyperbaric oxygen treatment slow retinal degenerations

It seems counter to the evidence discussed above of the toxicity of hyperoxia to photoreceptors that hyperbaric oxygen therapy (HBO) has been reported to improve the ERG in humans affected by retinitis pigmentosa, and to slow the progress of the degenerations [38]. In HBO, the retina (indeed the whole body) is exposed to very high partial pressures of oxygen achieved by exposing the patient to 100% oxygen under 2–3 atmosphere of pressure (atm). Although hemoglobin is close to saturated in normobaric normoxia (21% oxygen at 1 atm), the partial pressure of oxygen in body fluids is increased several-fold in HBO. Typically, HBO is given for 1–2 h daily, for 5 days per week. In the trials reported by Vingolo and colleagues, patients were given 100% oxygen at 2.2 atm for 90 min, 3 times a day and 5 days a week for a month, then for 5 consecutive days monthly for 11 months, then for 5 consecutive days every 3 months for up to 9 years.

The early-late phase analysis of the C57BL/6J retina’s response to hyperoxia gives a clue as to why HBO may provide benefit to some patients. Because exposure times are short (1–2 h) compared to the early and late phases discussed here (measured in days), it is possible that HBO elicits the early phase genes by repeated, successive episodes of hyperoxia. Further experimentation is needed to test this possibility; if confirmed, this suggestion would provide a mechanistic hypothesis for the beneficial effects of the extreme oxygen tensions generated by repeated episodes of HBO.

## Appendix 1. Genes identified as hyperoxia regulated using ANOVA

To access the data, click or select the words “Appendix 1.” This will initiate the download of a pdf file archive that contains the file.

The genes listed were identified using ANOVA as hyperoxia-regulated by two criteria: a greater than twofold change and a p value < 0.05. The genes highlighted in red were examined by qPCR to validate the GeneChip® results. These include *BCL-3*, *C3*, *GFAP*, *Edn2*, *Lin7b*, and *Gadd45b*. Increases are highlighted in black bold, and decrease are in normal text. NC=No change.

How the deposited data were processed for this re-analysis (not part of the article)

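RNA from C57BL/6J retinas was measured on 8 arrays (Mouse Genome 430 2.0), 2 at each of 4 times (0, 3, 7 and 14 days in 75% oxygen), and each array was grouped by the time on its label. The deposited log2 values were made by the authors with RMA (background correction, quantile normalization and probe summary, version not stated). Each probe set is also centred on its median over the 8 arrays, a step the authors do not describe. The values hold no signal level, so filters on low signal, clustering of probe sets above the median and the choice of a probe set by its level could not be run. The control probe sets (64) were set aside, and the remaining 45037 were tested with no further scaling.

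A model of 4 group means was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 2.71), and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. The 6 differences between times were tested. A 2-fold change is a difference of 1 or more between group means on the log2 scale. Shifts of 39 gene lists were tested with camera on the mean of each gene's probe sets, with a preset correlation of 0.01, and p-values were adjusted over the lists of a comparison. Distances, trees and exact permutation tests over the 40320 assignments of 8 arrays were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

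The named genes are every gene the study names that the array measures by a probe set of its own, the probe sets with the largest differences past adjusted p whose arrays lie on one side of both control arrays (where too few pass, as here, the 5 largest in each direction at each time, without the planned limit on signal level), and up to 4 members of each list with the smallest p. The study's tables had been read when this rule was set. The probe set with the largest SD stands for a gene that the study names, a choice made after the values were seen to hold no level. The pipeline was tested on simulated data in which 200 probe sets had been changed. The alternatives were a further quantile normalization, subtraction of each array's median, a replicate block, trend and robust options of eBayes, a fit of the compared groups alone, leaving out each array in turn, folds from linear means, genes in place of probe sets, other probe sets of a gene, an estimated correlation between genes, and other distances and linkages. Leaving out the arrays labelled day 3 replicate 2 and day 14 replicate 2 together was added after the data were seen. Where 1 array of a time is left out, the remaining one is assumed to vary like the other groups. The quantitative PCR and the tissue sections of the study were not analysed here, and a few of the genes the study names are not reported.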

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

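Of the tests in this part, the one on carry-over of lens tissue was set before its result was seen, and the others were chosen afterwards.

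The arrays labelled day 3 replicate 2 and day 14 replicate 2 stand apart by a 3' to 5' difference of the poly-A controls of up to 1.31, a signal that the paper does not report. Degraded tissue RNA as the whole cause is argued against, since the controls are added after extraction and their 3' to 5' difference was higher on both arrays than on any other by 1.17 or more, and so is the time on the labels as the cause of the controls' shift, since the other array of day 3 and of day 14 lay lower by 1.69 or more. A labelling reaction that reached less far towards the 5' end stays open, and so does the time on the labels for the likeness of these arrays in the other genes, since the values at hand (0.986 for the controls on the array labelled day 3 replicate 2; r of 0.181 between the day 14 arrays and 0.738 between these 2) are the pattern itself, and the controls' difference goes with the median of the microglia list (r = 0.837, exact permutation p = 0.028, 0.0467 adjusted over 5 relations; rho = 0.381, p = 0.36, 0.6 adjusted) and of the gliosis list (r = 0.847, p = 0.0229, 0.0467 adjusted; rho = 0.452, p = 0.267, 0.6 adjusted) but without these arrays r is -0.522 and -0.271, and with the rod list it has r = -0.443 (p = 0.257, 0.321 adjusted; rho = -0.214, p = 0.619, 0.774 adjusted; r = 0.745 without these arrays). Labels exchanged between arrays also stay open. The labelled pairs had a mean r of 0.027, and 25 of the 105 ways to pair the arrays give pairs as alike. The highest mean r, 0.435, belongs to the pairs that join in the tree. The *Gapdh* difference has r = 0.344 over the labels with the ratios of Table 2, read as 3' to 5' although headed the other way (exact permutation p = 0.427, 0.427 adjusted, and rho = 0, p = 1, 1 adjusted, with r = 0.251 without these arrays). The highest r of 40320 assignments is 0.999, reached by 2, of which 1 has the pairs that join in the tree. There the arrays labelled day 3 replicate 2 and day 14 replicate 2 take the day 14 ratios (2.16 and 2.44). Those labelled day 0 replicate 1 and day 7 replicate 1 take the day 0 ratios (1.03 and 1.11). If the ratios are turned, r is -0.344 over the labels and 0.706 at the highest. The folds of Table 4 do not single out the labelled pairs. The labelled day 14 minus day 0 differences have r of 0.213 to 0.421, ranks 7 to 21 of the 56 ordered pairs of arrays. Under the assignment with the pairs of the tree, such differences hold ranks 1, 2, 6 and 7, with 22 of 22 signs alike in each. Ranks 1 and 2 are day 3 replicate 2 minus day 0 replicate 1 (0.561) and minus day 7 replicate 1 (0.552). Rank 6 is day 14 replicate 2 minus day 7 replicate 1 (0.451). Ranks 3 to 5 are differences from day 3 replicate 1 (0.545 to 0.478, 17 to 20 signs alike). All 22 signs are also alike in ranks 8, 9 and 15, so the folds do not decide the question. No array was moved to another time.

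The lens genes, which the paper does not discuss, had a median difference of 2.68 between day 7 and day 0 (0.71 without day 0 replicate 1, 4.31 without day 0 replicate 2 and 1.66 without day 7 replicate 2). Lens tissue carried over with some retinas is a candidate explanation: the 7 lens genes other than crystallins (*Bfsp1*, *Bfsp2*, *Mip*, *Lim2*, *Gja3*, *Birc7* and *Hsf4*) had a median r of 0.888 with the mean of the 14 crystallins over the arrays, though *Hsf4* (0.13) and *Birc7* (0.57) followed it less. The means of the 2 sets had r = 0.969 (exact permutation p = 9.92e-05, 0.000496 adjusted over 5 relations; rho = 0.952, p = 0.00114, 0.0057 adjusted), and r = 0.978 without the arrays labelled day 3 replicate 1 and day 7 replicate 2. The crystallin mean differed by 3.25 between the control arrays (-1.93 and 1.32), a share of 0.54 of its range over the arrays, which the exposure time does not account for; an effect of the exposure time beyond that was not separated from carry-over.

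The poly-A controls, which the paper does not report, stood 1.64 higher in their mean on the array labelled day 3 replicate 1 than on any other. Less retinal RNA relative to the added controls may account for this, since each of the controls exceeded the next array by 1.52 or more while the hybridization controls exceeded it by 0.03 to 0.33. No biological explanation was tested.

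Of the 42 genes the study names, each by its probe set with the largest SD, and 11 further probe sets of Table 4, the following had both arrays of one time above both day 0 arrays and both of another time below both: *Bik* (0.57 between day 14 and day 7; 1 of its 3 probe sets), *Wfs1* (0.45 between day 14 and day 7; 1 probe set), *C1qb* (-1.71 between day 7 and day 3, and 1.77 between day 14 and day 7; 1 of its 3 probe sets), 2 probe sets of *Pex5l* (1.28 and 1.43 between day 7 and day 3, and for the latter -1.74 between day 14 and day 7) and the Table 4 probe set of *Pex2* (0.59 between day 7 and day 3, and -0.50 between day 14 and day 7). Between day 7 and day 3, and between day 14 and day 7, 0 probe sets passed adjusted p in limma (5448 and 4633 at an unadjusted p under 0.05), and 0 and 14, all lower, with the trend and robust options.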

How the results depend on the processing

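Leaving out the arrays labelled day 3 replicate 2 and day 14 replicate 2 together was chosen after the data were seen. The probe set of largest SD was chosen for the list tests after the values were seen to hold no level. Where values below moved, the cause was not tested. The number of probe sets past adjusted p in limma was 0 in the 6 comparisons between times, with 4649 (day 3), 389 (day 7) and 3726 (day 14) against day 0 at an unadjusted p under 0.05, 0 with a replicate block, and 14, all lower, between day 14 and day 7 with the trend and robust options. Leaving out 1 array gave 0 to 1 for day 7 against day 0, day 7 against day 3 and day 14 against day 7, the 1 without day 7 replicate 1. The count of 2-fold probe sets (688, 132 and 949 at day 3, day 7 and day 14) was 74, 18 and 112 when both arrays had to differ from both control arrays, 428 and 499 at day 3 and day 14 with genes in place of probe sets, 291 at day 7 with linear means, and 2379 and 423 at day 3 and day 14 without the 2 arrays. Leaving out 1 array gave 501 to 2379, 92 to 1245 and 423 to 2493. With an unadjusted limma p also asked for, it was 460, 46 and 580, and with a one-way analysis of variance 148, 7 and 214. Of the probe sets of Table 4, 2 to 10 at day 3, 0 to 1 at day 7 and 6 to 15 at day 14 differed by 2-fold when 1 array was left out, and 6 at day 14 without the 2 arrays. Of the 4 labelled pairs, 0 to 1 joined in the tree. Gene lists passed in 16, 9 and 19 cases against day 0 (day 3, day 7, day 14), and in 19 (day 7 against day 3), 5 (day 14 against day 3) and 18 (day 14 against day 7). With an estimated correlation 0 passed in each. Leaving out 1 array gave 8 to 19, 4 to 11, 9 to 22, 11 to 20 and 4 to 14 in the first 5, and 8 passed at day 3 without the 2 arrays. Over 2184 alternatives for 156 list results, 1972 stayed on the same side of the threshold, 137 lost and 75 gained a call, and 0 reversed. A sign changed without a call in either setting in 157. Lists with no call on all arrays could move both ways. The lens median at day 14 was -0.78 without day 0 replicate 1 and 1.30 without day 0 replicate 2. Between day 14 and day 3 the gliosis median was -0.38 without day 3 replicate 1 and 0.63 without day 3 replicate 2. The 168 results of named genes had no call in any of 2736 alternatives, of which 285 changed sign. With a replicate block, which pairs arrays by number, the coagulation list at day 14 had an adjusted p of 0.0468 (0.0504 without it), though deviations of the arrays with the same number had r from -0.40 to 0.55, so the numbers do not pair the samples. Filters on low signal, clustering above the median and the probe set of highest level were not run, since the values hold no level.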

Differences from the paper's values

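Folds are signed ratios compared on the log2 scale, and an alternative is said to close a gap when its value has the paper's sign and lies within the replicate SD of the paper's, the larger SD of the times compared over the values and arrays that alternative uses. Alternatives were set before the data were examined, those not named did not close the gap, and none names the paper's method. No alternative moved an array to another time. Counts use the 2-fold threshold of the paper, which also asked for present calls that were not used here.

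Of 33 folds of named genes compared, 25 had the paper's sign and 16 differed. No alternative closed the gap for *Bcl3* at day 14 (46.57 in the paper's text, 3.30 here, which does not differ from the paper's Table 5), *Hif1a* at day 3 (paper 3.48, here -1.59), *Akt1* at day 3 (paper 2.31, here -1.88), *Thbs1* at day 3 (paper 3.41, here 1.04), *Tollip* at day 3 (paper 3.65, here -2.15), *Gsk3b* at day 7 (paper -2.13, here -1.03), *Apc* at day 14 (paper -6.99, here -1.89), *Ly96* at day 14 (paper -3.60, here 1.01) and *Serpinc1* at day 14 (paper 21.65, here 1.23). For *Gfap* at day 7 (paper 2.31, here 1.26) its 2 other probe sets closed it. For *Oxr1* at day 3 (paper 3.3, here -1.06) and *Gja1* at day 3 (paper 2.29, here -1.50) leaving out day 0 replicate 2 or day 3 replicate 2 did, and for *Vwf* at day 3 (paper -3.09, here 1.02) leaving out day 0 replicate 2. For *Akt1* at day 7 (paper 2.00, here -1.09) leaving out day 0 replicate 2 or day 7 replicate 1 did, and at day 14 (paper -7.52, here -2.27) leaving out day 0 replicate 1. For *Serping1* at day 14 (paper 5.26, here 2.51) a further quantile normalization and leaving out day 0 replicate 2 or day 14 replicate 1 did.

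Of the 22 folds of Table 4 at day 14, 22 had the paper's sign and 11 differed. No alternative closed the gap for *Pxmp3* (paper -2.192, here -1.30), *Col11a1* (paper -2.151, here -1.40), *Pcdh15* (paper -3.879, here -2.06), *Prpf3* (paper -5.155, here -1.03), *Rpgr* (paper -2.808, here -1.91), a probe set listed under *Rpgrip1* (paper -21.15, here -1.22), *Htra1* (paper 2.04, here 1.38) and *Wfs1* (paper 2.07, here 1.19). Leaving out day 0 replicate 1 closed it for *Chm* (paper -4.097, here -2.53) and *Col9a1* (paper -2.164, here -1.24), and leaving out day 14 replicate 1 for *Col9a1*. For *Mass1* (paper -2.816, here -2.49) a further quantile normalization and leaving out day 0 replicate 2 closed it.

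Of 12 counts, 11 differed, by a tolerance for counts that is not stated here. The closing rule above is for folds, so no gap in a count is called closed. The paper gives its 2-fold totals as numbers of genes. They were 1177 at day 3 (here 688 probe sets or 428 genes) and 2393 at day 7 (132 or 94). At day 14 the total was 3102 (949 or 499). The paper had 509 higher at day 3 (here 193 or 140) and 967 at day 7 (94 or 64). At day 14 it had 933 higher (122 or 88). Lower were 1426 at day 7 in the paper (38 or 30) and 2169 at day 14 (827 or 411). With an analysis of variance the paper had 18, 19 and 95 and the values here were 148, 7 and 214, without the paper's error model and with no alternative set.

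The paper states that replicates group together at the times other than day 7, whereas 0 of the 4 labelled pairs joined here. It states that distance from control grows with exposure, whereas the day 7 mean was the nearest to day 0 (0.525, against 1.48 at day 3). It has *Akt1*, *Hif1a* and *Oxr1* higher at day 3, where log2 folds here were -0.91, -0.67 and -0.08. The paper also had *Hif1a* and *Oxr1* higher at day 3 by quantitative PCR, which was not analysed here. It has dystrophy genes changed at day 14 and not earlier, whereas 3 of 22 probe sets differed by 2-fold at day 3 here, and it has complement genes raised at day 14 and not earlier, whereas *C1qb* and *C1qc* had 1.37 and 1.33 at day 3 here, with 1.43 and 1.43 at day 14.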

Other observations

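The corneal genes described here were chosen after their values were seen.

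Genes of the retinal pigment epithelium and choroid were higher at day 14 than at day 3 (19 of 20, median log2 fold 0.79, adjusted p = 9.24e-08 in limma; adjusted p = 0.62 with an estimated correlation). Among them were *Gpnmb*, a glycoprotein of pigment cells (1.31 ± 0.38), and the melanosome gene *Pmel* (2.92 ± 0.90). The list did not pass without the array labelled day 3 replicate 2 (median 0.65, adjusted p = 0.0822) but did when day 14 replicate 2 was left out as well, chosen after the data were seen (0.039). Genes of tissues next to the retina were also higher at day 14 than at day 3: the lens list (20 of 21, median 0.69, adjusted p = 0.00277; adjusted p = 0.947 with an estimated correlation; 0.146 without day 3 replicate 1, median 0.56, and 0.318 without day 14 replicate 1, median 0.30) and the list of ciliary body, iris and muscle (16 of 19, median 0.17, adjusted p = 0.0107; adjusted p = 0.947 with an estimated correlation; 0.839 without day 3 replicate 2, median -0.004, and 0.534 without day 14 replicate 1, median 0.10), with *Krt12* of the cornea at 3.10 ± 1.06. Genes of retinal ganglion cells were lower at day 14 than at day 3 (17 of 20, median -0.26, adjusted p = 0.000107; adjusted p = 0.62 with an estimated correlation), among them *Gap43*, a protein of growing axons (-0.45 ± 0.16). Without the arrays labelled day 3 replicate 2 and day 14 replicate 2 their median was -0.24 and their adjusted p 0.0518. Genes of oxidative phosphorylation rose against control at day 3 (27 of 34 higher, median 0.18, adjusted p = 0.0098; adjusted p = 0.383 with an estimated correlation) and day 14 (30 of 34, median 0.20, adjusted p = 0.0163; adjusted p = 0.467 with an estimated correlation), with *Cox7a2*, a subunit of cytochrome oxidase, at 0.59 ± 0.19 at day 3. These calls ended without day 3 replicate 1 (0.128) and without day 14 replicate 1 (0.0857), with medians of 0.19 and 0.27 that were no smaller. At day 7 the list fell (29 of 34 lower, median -0.08, adjusted p = 0.0179; adjusted p = 0.543 with an estimated correlation), a call that ended without day 0 replicate 1 (0.143), day 0 replicate 2 (0.077) or day 7 replicate 2 (0.492), with medians of -0.08, -0.13 and -0.05. Genes of Muller glia fell at day 3 (19 of 23 lower, median -0.33, adjusted p = 0.000656; adjusted p = 0.383 with an estimated correlation), with *Rlbp1*, a retinoid carrier, at -0.43 ± 0.13. They rose at day 7 (19 of 23 higher, median 0.14, adjusted p = 0.00529; adjusted p = 0.543 with an estimated correlation; 0.0606 without day 0 replicate 2, median 0.17, and 0.064 without day 7 replicate 1, median 0.12) and fell at day 14 (15 of 23 lower, median -0.11, adjusted p = 0.0123; adjusted p = 0.5 with an estimated correlation; 0.397 without day 14 replicate 2, median -0.03). In these lists 0 members passed over all genes. The 4 measured sex-linked genes were lower at day 14 than at day 3 (median -0.49, adjusted p = 0.011 by camera; adjusted p = 0.62 with an estimated correlation). With the probe set of largest SD for each gene the adjusted p was 0.0549. Without the array labelled day 3 replicate 2, which leaves only replicate 1 at day 3, their median was -0.61 and the list was no longer called. The cause was not tested.

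*Krt12* and *Aldh3a1*, genes of the corneal epithelium, were highest on the arrays labelled day 0 replicate 2 (2.81 and 2.36, means of each gene's probe sets) and day 14 replicate 1 (2.19 and 1.69), with 1.10 and 0.31 on day 0 replicate 1 and 0.22 and 0.68 on day 7 replicate 1, and were lowest on both day 3 arrays (-1.88 and -2.50 for *Krt12*). Their r with the crystallin mean over the arrays was 0.13 and 0.44.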
